# Toxicogenomic and Phenotypic Analyses of Bisphenol-A Early-Life Exposure Toxicity in Zebrafish

**DOI:** 10.1371/journal.pone.0028273

**Published:** 2011-12-14

**Authors:** Siew Hong Lam, Mya Myintzu Hlaing, Xiaoyan Zhang, Chuan Yan, Zhenghua Duan, Lin Zhu, Choong Yong Ung, Sinnakaruppan Mathavan, Choon Nam Ong, Zhiyuan Gong

## Abstract

Bisphenol-A is an important environmental contaminant due to the increased early-life exposure that may pose significant health-risks to various organisms including humans. This study aimed to use zebrafish as a toxicogenomic model to capture transcriptomic and phenotypic changes for inference of signaling pathways, biological processes, physiological systems and identify potential biomarker genes that are affected by early-life exposure to bisphenol-A. Phenotypic analysis using wild-type zebrafish larvae revealed BPA early-life exposure toxicity caused cardiac edema, cranio-facial abnormality, failure of swimbladder inflation and poor tactile response. Fluorescent imaging analysis using three transgenic lines revealed suppressed neuron branching from the spinal cord, abnormal development of neuromast cells, and suppressed vascularization in the abdominal region. Using knowledge-based data mining algorithms, transcriptome analysis suggests that several signaling pathways involving ephrin receptor, clathrin-mediated endocytosis, synaptic long-term potentiation, axonal guidance, vascular endothelial growth factor, integrin and tight junction were deregulated. Physiological systems with related disorders associated with the nervous, cardiovascular, skeletal-muscular, blood and reproductive systems were implicated, hence corroborated with the phenotypic analysis. Further analysis identified a common set of BPA-targeted genes and revealed a plausible mechanism involving disruption of endocrine-regulated genes and processes in known susceptible tissue-organs. The expression of 28 genes were validated in a separate experiment using quantitative real-time PCR and 6 genes, *ncl1, apoeb, mdm1, mycl1b, sp4, U1SNRNPBP* homolog, were found to be sensitive and robust biomarkers for BPA early-life exposure toxicity. The susceptibility of *sp4* to BPA perturbation suggests its role in altering brain development, function and subsequently behavior observed in laboratory animals exposed to BPA during early life, which is a health-risk concern of early life exposure in humans. The present study further established zebrafish as a model for toxicogenomic inference of early-life chemical exposure toxicity.

## Introduction

Bisphenol-A (BPA) used in the manufacture of polycarbonate plastic and epoxy resin is among the highest-production-volume chemicals in the world [1]. It is an important contaminant due to its ubiquitous presence and the increased exposure of humans and organisms to BPA via environment and food chain. The concern on the ecological impact of BPA has been increasingly raised in the past few years as more studies reveal ontogenetic and endocrine disruptions by BPA on aquatic organisms at environmental relevant concentrations [2], [3]. In line with this concern are the controversies due to conflicting reports and equivocal findings regarding potential human health effects of early-life exposure to BPA [4]–[6] at the level similar to those used in rodent studies, in which neuro-developmental effects, defect in reproductive tissue development, and predisposition to preneoplastic lesions of the mammary gland and prostate gland in adult life have been reported [7]–[11]. Although there had been many BPA studies involving rodents including several well-designed multi-generation studies [6], [7], there is still limited *in vivo* toxicogenomic information on BPA-induced toxicity during early life. This may be partly due to the protracted *in utero* development of rodents which restrict accessibility and experimental manipulation.

The zebrafish is a premier model for both developmental [12] and toxicological [13] studies. It is also increasingly used for modeling human diseases [14] and for pre-clinical drug screening [15]. The availability of zebrafish in large numbers, its small size and easy husbandry makes the zebrafish a more cost-effective model than the rodent models for toxicological studies. This is important in view that there is a great demand for cost-effective and ethically acceptable approaches to evaluate the toxicity of pharmaceuticals, industrial chemicals and effluents by regulators and industry, and there are strong advocates for using zebrafish to reduce the use of rodent models for such purposes [16], [17]. Presently, zebrafish embryo is included as one of the principal test organism within the Organization for Economic Cooperation and Development test guidelines for endocrine-disruptive chemicals [18]. BPA is an endocrine disruptor and the aquatic environment is a major sink of BPA due to leaching from plastic debris, landfill wastes and sewage effluent [2], [3], thus making zebrafish a relevant model for investigating BPA toxicity.

Owing to the conserved developmental program within vertebrates, fish and mammals share many similar developmental processes. Many of the genes or molecules with essential functions found in humans such as those involved in developmental processes and toxicological responses are also found in zebrafish. We and others have shown that zebrafish is responsive to chemicals, such as small molecules, drugs and environmental toxicants, in a similar manner as mammals [19]–[23]. Consequently, zebrafish is also susceptible to chemical-induced pathology similar to those observed in mammals [22], [24]. The availability of many zebrafish transgenic and enhancer trap lines with fluorescent reporter genes expressed in specific tissues/organs could help in visualizing and real-time monitoring of chemical-induced toxicity changes in live animals [25]. In addition, the amenability of the zebrafish system to various molecular techniques and the vast genomic resources, including the near-completed zebrafish genome project and availability of zebrafish microarrays, makes zebrafish a highly versatile system for toxicogenomic studies [26], [27].

Previously, we have demonstrated that transcriptomic data generated from whole-adult zebrafish, despite loss of weak signals and loss of signal response location, is able to capture strong and well-represented expression signals that are sufficiently robust for predictive chemical biology, for discovering biomarkers and major signaling pathways, as well as useful for human health-risk and biological insight inference [19]. In this study, we applied a similar approach on whole zebrafish larvae to capture strong and well-represented expression signals affected by early-life exposure to BPA. We performed toxicogenomic analysis with the aim of inferring signaling pathways, biological processes, physiological systems and potential biomarkers that may be affected by early-life exposure to BPA in zebrafish. We corroborated the toxicogenomic inferences with phenotypic end-points in wild-type and specific transgenic lines. We further identified a common set of BPA affected genes and performed a focused knowledge-based connectivity network analysis to derive plausible mechanistic insights of BPA early-life exposure toxicity. Finally, we carried out an independent validation experiment by treating new batches of developing zebrafish and validated 28 genes via real-time quantitative PCR whereby 6 were found to be sensitive and robust, hence potentially good biomarkers for BPA early-life exposure toxicity. We found *sp4* which encodes a transcription factor to be susceptible to BPA perturbation and may account for the altered brain development, function and subsequently behavior observed in laboratory animals exposed to BPA during early life. This study demonstrated the potential of using zebrafish as a model for toxicogenomic inference of early-life exposure toxicity through BPA-induced cumulative phenotype and transcriptome analyses.

## Results and Discussion

### Phenotypic analysis of BPA early-life exposure toxicity in wild-type zebrafish

Developing zebrafish were exposed to nominal concentration of 50, 100, 500, 1500 and 4500 µg/L BPA (0.22 µM to 19.71 µM) with final concentration 0.05% (v/v) ethanol (vehicle) in egg water for 7 days from 3 hours post-fertilization (hpf) onwards. Control fish were maintained in egg water with vehicle alone and media was renewed daily. The chosen BPA concentrations spanned from environmental-relevant high concentrations (>1000 µg/L) found in landfill leachate and sewage treatment effluent sources [2], [3] to the range of a recent proposed total allowable concentration (100 µg/L) for drinking water [1]. This embryo-larval 7-day static renewal test, adopted from short term methods for estimating chronic toxicity in freshwater organisms [28], allows for assessment of the cumulative adverse teratogenic effects of chemical(s) on the development and physiology of the organism during early life.

In a total of four experimental replicates, statistically significant mortality (**Figure 1A**) and cardiac edema (**Figure 1B**) were observed in developing zebrafish larvae treated with 1500 and 4500 µg/L BPA when compared to control (vehicle) group (T-test *P*<0.05; each treatment group consists of 50 embryos and the experiment was repeated four times; *n* = 4). No statistically significant (T-test *P*>0.05) adverse effects were observed in developing zebrafish treated with BPA at 500 µg/L or lower. In addition, fish with cardiac edema also appeared to have cranio-facial abnormality [broad-headed (brachycephalic) and lacks anterior lower jaw protrusion], problems with swimbladder development/inflation and apparent gastro-intestinal abnormalities and partial yolk-sac re-absorption (**Figure 1C–H**), resembling those that we [29] and others [30] have reported previously in thyroid hormone studies using developing zebrafish. Fish with ‘curved-tail-down’ phenotype occurring at higher concentration of BPA suggesting neuro-muscular problem as previously reported [31], [32] were occasionally observed (1–2%) at 1500 and 4500 µg/L BPA (not shown). Fish treated with 1500 and 4500 µg/L BPA appeared to be ‘listless’ (poor tactile response) and some exhibited abnormal swimming behavior that are likely associated with swimbladder and/or neuro-muscular problems.

**Figure 1:**
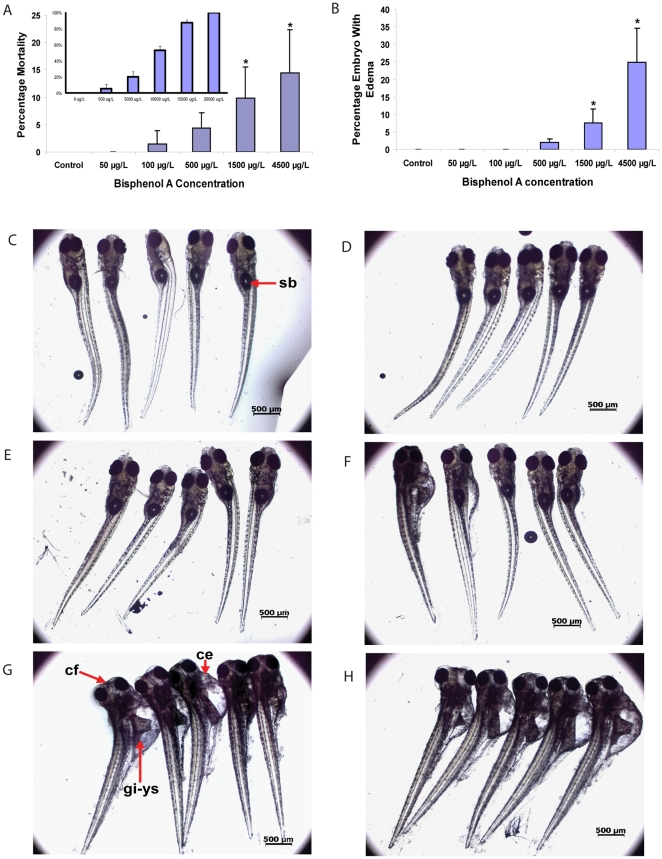
Phenotype analysis of BPA early-life exposure toxicity in wild-type zebrafish larvae. (A) Percentage of mortality and (B) percentage of larvae with edema when developing zebrafish were exposed to BPA at 50, 100, 500, 1500 and 4500 µg/L BPA or vehicle control for 7 days from 3 hour post-fertilization (hpf) onwards. Error bars represent mean ± SD. Asterisk indicate significant (*P*<0.05) differences when compared to control group (*n* = 4 replicate batches of embryos; each treatment group consisted of 50 embryos). Inset in (A) represents another set of acute toxicity experiment performed under similar conditions indicating percentage of mortality for developing zebrafish exposed to BPA at 500, 5000,10000, 15000 and 20000 µg/L. Representative samples of zebrafish larvae exposed to: (C) vehicle (control), (D) 50 µg/L, (E) 100, (F) 500, (G) 1500, and (H) 4500 µg/L, of BPA for 7 days from 3 hpf. Adverse toxic effects was observed at higher frequency in 1500 and 4500 µg/L of BPA which include cardiac edema (ce), cranio-facial abnormality (cf) and swimbladder (sb) development/inflation problem. Scale bar = 500 µm.

### Phenotypic analysis of BPA early-life exposure toxicity in transgenic zebrafish

To help better visualize and assess some of the changes in specific tissue-organs as a result of early-life exposure to BPA, we also employed three transgenic lines [*Tg(Nkx2.2a-mEGFP), Tg(Flia-EGFP)^y1^, and ET(krt8-EGFP)^sqet20^*; see **Table S1** for information on the transgenic lines]. However, the transgenic lines appeared to be more sensitive to BPA toxicity as the fish succumbed to BPA at a higher rate (data not shown) compared to the wild-type fish. Hence after preliminary assay optimization, we exposed the fish to 50, 500 and 5000 µg/L BPA for 5 days. Interestingly, *Tg(Nkx2.2a-mEGFP)* revealed that dorsal and ventral growth and branching of axons from the spinal cord were inhibited in fish treated with 5000 µg/L but mildly suppressed in fish treated with 500 µg/L (**Figure 2A**). Similar inhibition of axon growth and branching has been observed in *Tg(Nkx2.2a-mEGFP)* line treated with 17-beta estradiol but not with mefenamic acid (a non-steroidal anti-inflammatory drug) (**Figure S1**) suggesting specific estrogenic neurotoxicity. The findings further suggest that the development of the central nervous system, especially the later stages involving growth and branching of axons, is sensitive to BPA toxicity and this may be related to BPA estrogenic activity although we could not exclude other mode of neurotoxicity that can induce similar phenotype. The *ET(krt4-EGFP)^sqet20^* showed that neuromast cells along the lateral line which normally appeared in a rosette-like circular shape in control fish were deformed with irregular shape in fish exposed to 500 µg/L and 5000 µg/L BPA (**Figure 2B**) suggesting that the neuro-sensory system is affected in these fish. In addition, *Tg(Flia-EGFP)^y1^* further revealed that vascularization in the abdominal region (swimbladder and of the gastro-intestinal region) were also suppressed in a dose-dependent manner at 500 and 5000 µg/L (**Figure 2C**). The overall findings indicate that BPA caused dose-dependent adverse effects as a result of early-life exposure toxicity in transgenic zebrafish exposed to 500 µg/L and 5000 µg/L but no apparent adverse abnormalities were observed in transgenic fish exposed to 50 µg/L of BPA in all experiments (data not shown). The ability to observe phenotypic abnormalities easily is an advantage of the zebrafish model and these abnormalities would provide corroboration as ‘phenotypic-anchoring’ points [33] for subsequent transcriptome analysis into BPA early-life exposure toxicity.

**Figure 2:**
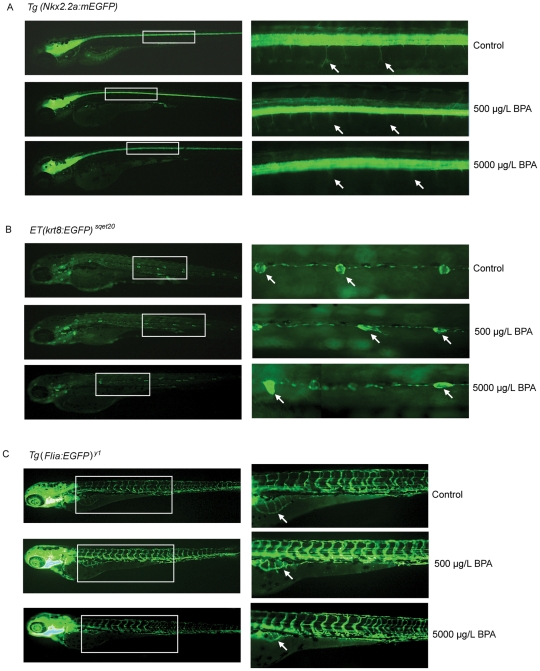
Phenotype analysis of BPA early-life exposure toxicity in GFP transgenic fish larvae. (A) *Tg(Nkx2.2a-mEGFP)* zebrafish larvae exposed to vehicle (control), 500 µg/L BPA and 5000 µg/L BPA. Panel on the right represent the inset region marked by white-outlined box in the corresponding left panel. White arrows indicate axon branching which are normal in control fish but marginally and severely affected in fish exposed to 500 and 5000 µg/L BPA, respectively. (B) *ET(krt8-EGFP)^sqet20^* zebrafish larvae exposed to vehicle (control), 500 µg/L BPA and 5000 µg/L BPA. Panel on the right represent the inset region marked by white-outlined box in the corresponding left panel. White arrows indicate neuromast cells which are rosette circular-like shape in control fish but severely deformed in fish exposed to 500 and 5000 µg/L BPA. (C) *Tg(Flia-EGFP)^y1^* zebrafish larvae exposed to vehicle (control), 500 µg/L and 5000 µg/L BPA. White arrow indicate vascularization in abdominal region which is normal in control fish but suppressed in fish exposed to 500 and (R) 5000 µg/L BPA.

### Microarray data analysis of BPA early-life exposure toxicity in wild-type zebrafish

To determine the levels of toxicity of BPA used for microarray experiments, zebrafish fry were also exposed to higher concentrations of BPA and we estimated that the LC50 is around 8.6 mg/L under our conditions (**Figure 1A** inset). Based on the dose-dependent phenotypic effect observed in wild-type and transgenic zebrafish, BPA concentrations of 500 µg/L, 1500 µg/L and 4500 µg/L (corresponding to LC5 to LC15) were used for the microarray experiment to obtain toxicogenomic information for inferring signaling pathways, biological processes, physiological systems and potential biomarkers that may be affected by early-life exposure to BPA toxicity in zebrafish. Similar experimental design and conditions were employed; 50 larvae were pooled for one biological replicate and the experiment was repeated several times in order to obtain sufficient materials for 4–5 biological replicates used in the microarray hybridization.

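Each array compared RNA of 50 pooled larvae, labelled with Cy5, with a common reference RNA of adult fish, labelled with Cy3. Every value is therefore a log2 ratio of larval over reference signal, and a fold change is the difference between the mean ratios of a BPA group and the control group. The larvae were held from 3 hpf for 7 days in 500, 1500 or 4500 µg/L BPA with 0.05% ethanol, or in the vehicle alone. Arrays with the same replicate number showed no sign of pairing across groups, which does not exclude a shared batch. The deviations from the group means of 21 pairs of arrays with the same number correlated across probes at a median r of -0.02, against 0.01 for 74 pairs with different numbers (probes are not independent replicates).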

Microarray data from a total of 18 arrays, consisting of 5 biological replicate arrays for each control and 500 µg/L groups and 4 biological replicate arrays for each 1500 µg/L and 4500 µg/L groups, were used for subsequent transcriptome analysis. 

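The 18 deposited scans hold 16 different arrays. Control replicates 4 and 5 have the same Cy5 foreground at 99.83% of the 23232 spots, and the replicates 3 and 4 at 1500 µg/L at 99.98%, while any other pair of scans shares at most 0.48%. Each of these 2 pairs was averaged and counted as 1 array, a step decided after the pairs were found, which leaves 4 control arrays and 5, 3 and 4 arrays at 500, 1500 and 4500 µg/L. Arrays also differed in the background of the reference channel. The median Cy3 background lay between 162 and 247 scanner units on all control and 500 µg/L arrays. It was 92 and 129 units on 2 of the 3 arrays at 1500 µg/L and 110 and 111 units on 2 of the 4 arrays at 4500 µg/L, so that this difference coincides in part with the BPA concentration.

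**Figure D1:**
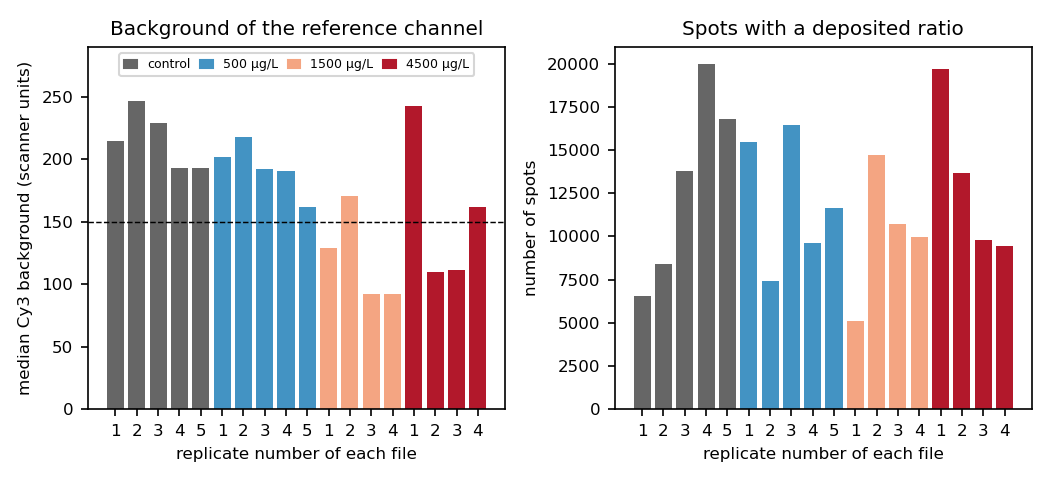
Median Cy3 background in scanner units (left) and number of spots with a deposited ratio (right) for each of the 18 scans, by group and replicate number. The dashed line lies at 150 units. No control or 500 µg/L scan lies under it.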

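The authors kept a normalized ratio for 5127 to 19980 spots per scan. A spot without a ratio was dimmer than a spot with one with a probability of 0.819 to 0.958, so that the kept ratios come mostly from the brighter spots. For the values given here, the mean foreground and median background of each channel were background-corrected by the normexp method with an offset of 50 and loess-normalized within each array. Spots without a kept ratio were left out, and spots of the same accession and repeated scans were averaged. The 3878 probes with at least 3 values in each of the 4 groups were tested with limma. The same model was also fitted with every spot kept, on 22980 probes, since most probes drop out otherwise. Gene symbols could be given to 11724 spots, for 9264 different genes. When a log2 change of 1 was added by simulation to 67 probes at 4500 µg/L, 51% of them passed an adjusted p of 0.05, and 97% of 66 probes did with a change of 2. A change of 1 was called, with every spot kept, for 6% of 65 probes and a change of 2 for 78% of 65 probes. Changes of several sizes were added together, and the simulated noise was independent between probes. On the real arrays neighbours in ID order correlate, so that these shares may not hold for them.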

The transcriptome data were subjected to Lowess normalization followed by One-Way ANOVA. 

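Across the 4 groups, 2 of the 3878 probes changed at an FDR under 20%, and both moved most at 4500 µg/L. Probe 5457271 was higher by a log2 fold change of 2.04 (standard error 0.35, adjusted p = 0.026 from limma) at 4500 µg/L, after 0.68 (0.30) at 500 µg/L and 0.73 (0.35) at 1500 µg/L. Probe 5462603 was lower by -1.17 (standard error 0.26, adjusted p = 0.12) at 4500 µg/L. Neither has a gene symbol in the annotation. With the 18 scans as separate arrays, as first planned, 1331 of 6420 probes changed. When every spot was kept, 1446 of 22980 probes changed at this FDR. Among them were derl3, which acts in the degradation of misfolded proteins of the endoplasmic reticulum, with an FDR of 0.016, pak2b, a p21-activated kinase, with 0.021, and hoxb7a, a homeobox gene, with 0.026. The methods' tests called none of the 3878 probes across the groups. An unadjusted p under 0.05 was reached by 147, 245 and 465 of them at 500, 1500 and 4500 µg/L. Without any change a share of 0.05 of the probes would be expected there, which is more than the 147 at 500 µg/L. With every spot kept the methods' tests called 64 probes.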

After One-Way ANOVA and False Discovery Rate (FDR) adjustment (see Materials and Methods), a total of 1119 genes (with unique GenBank ID) were found to have less than 20% FDR. 

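At 4500 µg/L, 639 probes were higher and 68 lower than in the control group at an adjusted p under 0.05 when every spot was kept. With spots left out the balance was the other way in some settings, with 114 higher and 246 lower under array quality weights, and 95 higher and 338 lower without BPA_4500 replicate 4. The 18 scans as separate arrays gave 46 higher and 59 lower, and 49 higher and 40 lower when 2 values per group were allowed. The 707 calls became 25 without BPA_4500 replicate 2, 2888 without BPA_4500 replicate 4 and 4 without background correction. cap2, an actin-binding protein, rose by a log2 fold change of 2.52 (standard error 0.61, adjusted p = 0.033 from limma), actc2, a muscle actin, by 2.27 (0.47, adjusted p = 0.022) and adh5l, an alcohol dehydrogenase, by 2.04 (0.29, adjusted p = 0.0054). tecrl2b rose by 1.91 (0.41) and tdg.1, a DNA repair glycosylase, by 1.90 (0.50). The lowest were atp5f1b, a subunit of the mitochondrial ATP synthase, shbg, which binds sex hormones in blood, at -1.46 (0.31, adjusted p = 0.023), mpp1 at -1.43 (0.34) and oxct1a, an enzyme of ketone body use, at -1.42 (0.30, adjusted p = 0.022). At 1500 µg/L, 3 probes passed, 1 of them named: pak2b rose by 1.68 (0.27, adjusted p = 0.045). At 500 µg/L no probe passed, and 855 had an unadjusted p under 0.05, fewer than the share of 0.05 expected without any change. By the 2-step rule the largest values there were 1.42 (0.54) for mif4gda and -1.13 (0.30) for mtx1, a mitochondrial outer membrane protein. The 2-step rule, an FDR under 20% across the groups and an unadjusted p under 0.05 against the control group, gave 246, 951 and 1354 probes at 500, 1500 and 4500 µg/L.
With spots without a kept ratio left out, the same rule gave 1, 1 and 2 of the 3878 probes, none of them with a gene symbol. An adjusted p under 0.05 was reached by 0, 0 and 1 probe, and the methods' tests called 0, 0 and 0. At an unadjusted p under 0.05 there were 62, 292 and 810 probes, of which the 62 are fewer than the share of 0.05 expected without any change. Of the 707 probes called at 4500 µg/L with every spot kept, at most 71 stayed called when each array was corrected for a spot's position in ID order, a correction chosen after the data were seen. With array quality weights the 2-step rule gave 235, 1102 and 1005 of the 3878 probes, and 4, 16 and 11 when the arrays with a Cy3 background under 150 units also formed a block.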

Subsequent t-test between each treatment group and the control group yielded 358, 696 and 594 genes considered as significantly (ANOVA FDR<20% and T-test *P*<0.05) deregulated within the respective treatment groups of 500, 1500 and 4500 µg/L BPA when compared to control group (**Figure 3A**). The number of deregulated genes increased by two-fold between 500–1500 µg/L suggesting a BPA concentration-dependent response, followed by a slight decrease (∼15%) in the 4500 µg/L group suggesting an onset BPA-induced toxicity affecting gene expression. 

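Between 1500 and 500 µg/L, 0 of the 3878 probes had an adjusted p under 0.05 from limma or the methods' tests, with 309 at an unadjusted p under 0.05 from limma and 374 from the methods' tests. Between 4500 and 1500 µg/L it was 0 by both, with 156 and 76 probes at an unadjusted p under 0.05, both fewer than the share of 0.05 expected without any change. Between 4500 and 500 µg/L, a comparison added after the data were seen, it was also 0 by both, with 812 and 633. When every spot was kept, 19 of 22980 probes differed between 4500 and 500 µg/L by limma, 18 of them higher at 4500 µg/L, and 0 by the methods' tests, with 4085 and 3298 at an unadjusted p under 0.05; the 19 became 0 with a block for the Cy3 background and 356 with median centring. morn4 had a log2 fold change of 0.37 (standard error 0.47) at 500 µg/L, 1.32 (0.53) at 1500 µg/L and 2.22 (0.49) at 4500 µg/L, where it passed the test against the control group (adjusted p = 0.025), while the difference between 4500 and 500 µg/L did not pass (adjusted p = 0.088). abcf1, an ATP-binding protein of translation, had 0.74 (0.31), 1.12 (0.36) and 1.94 (0.33), of which the last passed (adjusted p = 0.011), and a second abcf1 probe was at -0.25 (0.26) at 4500 µg/L. popdc3, a membrane protein of muscle, had 2.00 (0.53, adjusted p = 0.21) at 1500 µg/L and 0.79 (0.50) at 4500 µg/L. With array quality weights, 404 probes differed between 1500 and 500 µg/L and 313 between 4500 and 500 µg/L, and 9 and 0 by limma when the arrays with a low Cy3 background also formed a block (204 and 152 at an unadjusted p under 0.05).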

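With every spot kept, several genes met the 2-step rule at all 3 concentrations. pora, the reductase that supplies electrons to cytochrome P450 enzymes, had log2 fold changes of 1.18 (standard error 0.33), 1.81 (0.38) and 1.87 (0.35) at 500, 1500 and 4500 µg/L. cimap1b had 1.17 (0.31), 1.28 (0.36) and 1.76 (0.33), and phc1, a Polycomb group gene, 1.23 (0.41), 1.32 (0.47) and 1.87 (0.44). Lower at all 3 were exosc10, a subunit of the RNA exosome, at -0.77 (0.25), -1.03 (0.29) and -0.97 (0.27), and ube2q2, a ubiquitin-conjugating enzyme, at -0.78 (0.21), -0.70 (0.24) and -0.97 (0.23). In all, 188 probes met the rule at all 3 concentrations, 747 at exactly 2 and 493 at exactly 1.
With spots without a kept ratio left out, 1 probe, 5457271, met the rule at all 3 concentrations, 0 at exactly 2 and 1 at exactly 1. The 3 comparisons share their control arrays. In simulated groups without any change, compared with the same number of shared controls, 1 probe met the rule at all 3. Other labelings of the real arrays gave up to 443 such probes with spots left out and up to 1949 with every spot kept. The simulated count may therefore be too low a standard for these arrays.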

After accounting for overlapping genes, we found that 73 genes (6.5% of 1119 genes) were significantly deregulated in all three treatment groups while 383 (34.2%) genes were found to be significant in two treatment groups and 663 (59.3%) genes were only significant in one of the treatment group (**Figure 3A**). 

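Log2 fold changes at 1500 and 4500 µg/L correlated at r = 0.74 over the 3878 probes, against 0.47 in simulated groups without change that share their controls, and at a median of 0.37 when each BPA group was compared with other control arrays. Between 500 and 1500 µg/L r was 0.43, against 0.49 in the simulation and -0.06 with other controls, and between 500 and 4500 µg/L it was 0.37, against 0.52 and -0.07. With every spot kept, r was 0.56 between 500 and 1500 µg/L, against 0.49 and 0.08. It was 0.54 between 500 and 4500 µg/L, against 0.53 and 0.11, and 0.78 between 1500 and 4500 µg/L, against 0.46 and 0.44. These are correlations across probes, which are not independent replicates. Both of the higher groups hold arrays with a Cy3 background under 150 units, which correlated with each other at a median of r = 0.68, against 0.44 and 0.43 for pairs within the 1500 and 4500 µg/L groups with 1 array on either side of that limit. Of all probes, 48.9% had the same sign at all 3 concentrations, against 49.7% in the simulation. Of the 2 probes that met the 2-step rule, 5457271 had 1 sign at all 3 concentrations and 5462603 did not. Among all spots, 1068 of the 1428 probes that met the rule at any concentration, or 74.8%, had 1 sign at all 3, against 55% of all probes there and 49.5% in the simulation. ywhaqb, a 14-3-3 protein, was higher by 0.49 (standard error 0.40) at 500 µg/L and 1.98 (0.46) at 1500 µg/L, and apol1 was lower by -0.53 (0.26), -0.99 (0.29) and -1.07 (0.27). yipf2 was among those that did not, with -1.07 (0.30) at 500 µg/L and 0.41 (0.34) at 1500 µg/L. Probes chosen by the rule on these arrays are not independent evidence of a common direction.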

Even so, it is worth mentioning that majority of these genes demonstrated mean expression profiles that are consistently up- or down-regulated (although may not be statistically significant) or in a concentration-dependent response trend in all the three BPA concentrations when compared to the control group (**Figure 3B**). It is also noteworthy that the levels of *vitellogenin1 (vtg1)* mRNAs was up-regulated 2-fold (p-value = 0.08) at 4500 µg/L BPA and *vitellogenin3* (*vtg3*) mRNAs was significantly (p-value<0.05) up-regulated 2.3-fold and 3.4-fold at 1500 µg/L and 4500 µg/L BPA, respectively, when compared to the control group (data not shown). This confirms that our microarray data were able to capture significant estrogenic effects as indicated by the induction of *vitellogenin* mRNAs. 

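Of the yolk precursor genes, vtg4 rose most. It was 3.77-fold higher at 4500 µg/L than in the control group, a log2 fold change of 1.92 (standard error 0.35, adjusted p = 0.013 from limma with every spot kept). It was 2.18-fold higher at 1500 µg/L and 1.57-fold higher at 500 µg/L, which did not pass (adjusted p = 0.29 and 1). vtg3 was 1.19-fold, 1.28-fold and 1.56-fold higher at 500, 1500 and 4500 µg/L, as log2 fold changes of 0.26 (0.19), 0.35 (0.22) and 0.64 (0.20), with an adjusted p of 0.081 at 4500 µg/L, where the log2 fold change was 0.28 without background correction. All 4 arrays at 4500 µg/L lay above every control array for both genes (exact permutation test, 2-sided, p = 0.029, the smallest that 4 arrays against 4 allow). For vtg3 the exact p was 0.2 at 1500 µg/L and 0.016 at 500 µg/L, and for vtg4 it was 0.057 and 0.079. This test had been planned for vtg1 and vtg3 and not for vtg4. Since vtg4 stands out as the gene that rose most on these same arrays, its exact p is not independent evidence. Both genes have too few kept ratios, and are given with every spot kept. vtg1 has no probe under that name, and whether the paper's vtg3 is the probe named so here was not checked. Corrected for a spot's position in ID order in 4 ways, chosen after the data were seen, vtg4 was at 1.41 to 1.59 at 4500 µg/L with an adjusted p of 0.045 to 0.062, under 0.05 in 1 of them. Without background correction it was at 1.03 (adjusted p = 0.054), and its adjusted p by the methods' tests was 0.25.

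**Figure D2:**
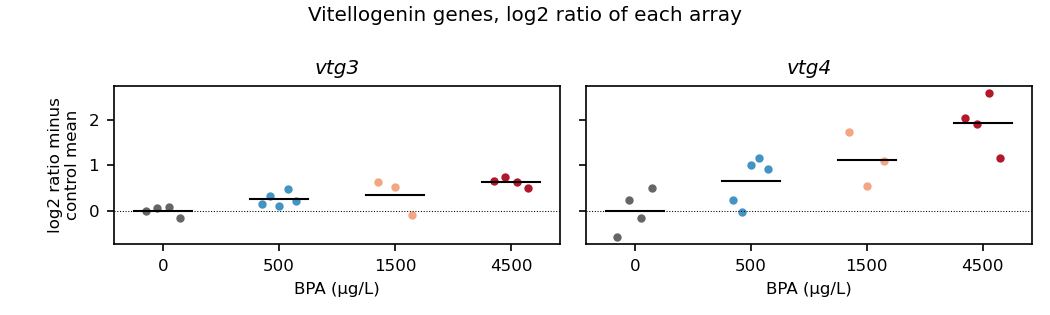
Log2 ratio of each array minus the control mean for vtg3 and vtg4 at 0, 500, 1500 and 4500 µg/L BPA, with every spot kept. Points are arrays and lines are group means. At 4500 µg/L all 4 arrays lie above the control arrays in both panels.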

Our data corroborated with the study by Muncke et al [34] which reported up to 50-fold induction of *vtg1* mRNAs by BPA by using a more sensitive real-time PCR assay.

**Figure 3:**
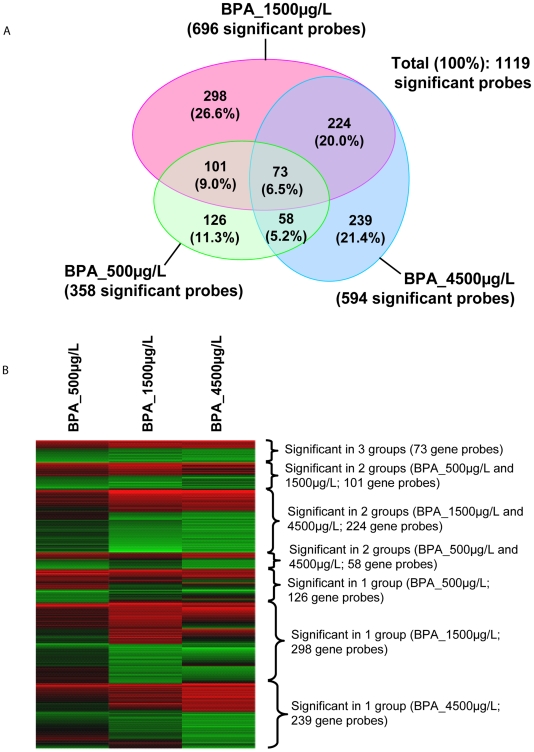
Transcriptomic changes induced by BPA early-life exposure toxicity. (A) Venn-diagrams showing number (percentage) of genes that were considered significantly deregulated among the three treatment groups (BPA_500 µg/L, BPA_1500 µg/L and BPA_4500 µg/L). B) Expression profiles of gene probes categorized based on their significant deregulation in one, two and three treatment groups. The colored cells reflect the mean expression level of four biological replicates in each concentration group when compared to the control (vehicle) group (*n* = 4). Shades of red cells reflect up-regulated, green cells reflect down-regulated and black cells reflect unchanged, expression levels when compared to control (vehicle) group.

### Independent validation of microarray data and identification of potential biomarkers

In order to validate the microarray data and identify potential biomarkers for BPA early-life exposure toxicity, we conducted an independent validation experiment by treating new batches of developing zebrafish similar to the earlier acute toxicity experiment (*n* = 5–6 biological replicates; each biological replicate consists of five pooled larvae). Total RNA was extracted from the pooled larvae of each treatment group and reverse-transcribed to cDNA for real-time PCR validation of 28 genes selected from those that were significant in 2–3 treatment groups. 

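On the arrays, got2b, the mitochondrial aspartate aminotransferase, was lower at every concentration, with log2 fold changes of -0.64 (standard error 0.24), -0.87 (0.26) and -0.65 (0.24) at 500, 1500 and 4500 µg/L, and of -0.26 (0.24), -0.63 (0.27) and -0.41 (0.25) with every spot kept. camk2d1, a calcium/calmodulin-dependent kinase, was higher at each, by 0.53 (0.26), 0.59 (0.30) and 0.62 (0.27). Its paralog camk2d2 was lower by -0.87 (0.33) at 1500 µg/L and -0.75 (0.33) at 4500 µg/L. None of these passed an adjusted p of 0.05 from limma, the lowest being 0.16 for got2b at 4500 µg/L. efnb1, an ephrin ligand, was at -0.04 (0.23), 0.63 (0.27) and 0.44 (0.25), with 0.27 at 1500 µg/L when the arrays with a Cy3 background under 150 units formed a block, and kat14, the current name of csrp2bp, at -0.04 (0.28), -0.49 (0.31) and -0.42 (0.29). For 8 of the genes tested by PCR, 24 pairs of gene and concentration could be compared with the paper's direction, and 18 of them, or 75%, had the same direction (95% Wilson interval 55.1 to 88). The pairs share genes and control arrays, which the interval does not allow for. The study chose these genes on the same arrays, so that the share is not independent evidence. If every spot was kept, 64 of 78 pairs, or 82.1%, had that direction. In that setting apoeb, an apolipoprotein, was higher by 0.90 (0.38), 1.06 (0.43) and 1.33 (0.40), with an adjusted p of 0.069 at 4500 µg/L. ncln, or ncl1, was at 1.18 (0.33, adjusted p = 0.058) and myclb at 1.11 (0.35, adjusted p = 0.081) at 4500 µg/L. The larvae used for PCR are not analysed here.

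**Figure D3:**
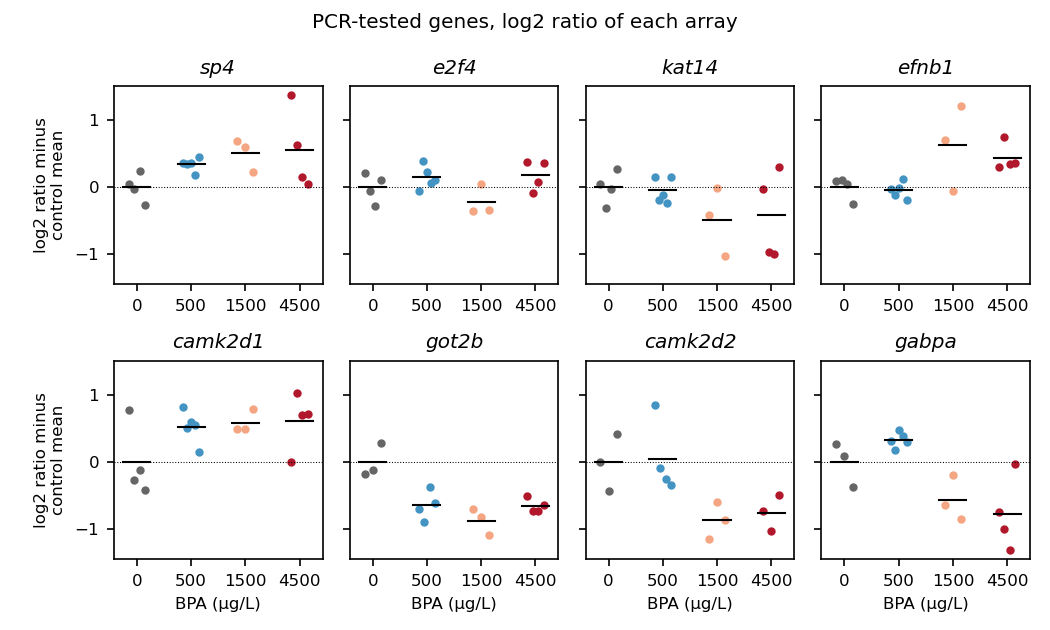
Log2 ratio of each array minus the control mean for the 8 PCR-tested genes with enough kept ratios, at 0, 500, 1500 and 4500 µg/L BPA. Points are arrays and lines are group means. Most got2b points under BPA lie below the control arrays.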

In general, the PCR data showed good concordance with the microarray data in terms of the expression direction (up- or down-regulation) although the fold-change levels of genes compared to their respective controls were not always similar between the PCR and microarray data (**Figure 4** **and** **5**). Nevertheless, they served to validate the expression pattern of these genes captured by the microarray experiment. This further provides greater confidence of the subsequent transcriptome analysis,

**Figure 4:**
Transcriptomic analysis and inference of BPA early-life exposure toxicity. Selected top functional sub-categories within (A) molecular and cellular function, (B) physiological system development and function, (C) disease and disorder, and (D) canonical pathway, which were all significantly enriched (except for those labeled with asterisk ‘*’where Fisher's Exact Test *P*>0.05) with human homologs of zebrafish genes deregulated in BPA_500 µg/L, BPA_1500 µg/L and BPA_4500 µg/L groups. Refer to Additional Files 2–5 for more information. The figure legend and Y-axis title for the histogram in (A) are applicable to all other histograms.

**Figure 5:**
Connectivity network for common-targeted genes with enriched functional subcategories. The network shows the connectivity between significantly (Fisher's Exact Test *P*<0.05) enriched functional subcategories with the endocrine-regulated human homologs of zebrafish genes that were commonly deregulated in all the three treatment groups (BPA_500 µg/L, BPA_1500 µg/L and BPA_4500 µg/L). Refer to Additional Files 6 and 7 for more information.

Among the 28 validated genes (16 up-regulated; 12 down-regulated), 16 were deregulated (T-test *P*<0.10), including 6 (*ncl1, apoeb, mdm1, mycl1b, sp4, U1SNRNPBP* homolog) that were up-regulated and 2 (*got2b, mdkb*) that were down-regulated significantly (T-test *P*<0.05), in at least 4 concentration groups. The remaining 12 genes were deregulated (*P*<0.10) in 2–3 concentration groups. There were also 12 genes that were deregulated (*P*<0.10), including 8 (*ncl1, apoeb, mdm1, mycl1b, U1SNRNPBP* homolog, *atp5f1, csrp2bp, ZNF384* homolog) which were significantly (*P*<0.05) up-regulated, in both 50 and 100 µg/L BPA. Based on these findings, we proposed 6 genes, *ncl1, apoeb, mdm1, mycl1b, sp4, U1SNRNPBP* homolog, which were up-regulated in at least 4 concentration groups (*P*<0.05) as well as in both 50 and 100 µg/L BPA (*P*<0.10) to be sensitive and robust biomarkers for BPA early-life exposure toxicity. It is noteworthy that these 6 genes are deregulated within the proposed total allowable concentration (100 µg/L) of BPA for drinking water [1].

These six genes were further tested under similar experimental regime using 17-beta estradiol and mefenamic acid. We found that all the six genes showed good concordance in terms of statistical significance (p-value<0.1) in the up-regulation trend between samples treated with 17-beta estradiol and BPA at similar concentrations. In fry treated with mefenamic acid at similar concentrations, only three genes (*ncl1, sp4, U1SNRNPBP* homolog) were significantly up-regulated and the other three (*apoeb, mdm1, mycl1b*) were not significant (p-value>0.1) (**Figure S2**). The data suggests that *apoeb, mdm1, mycl1b* may be more specific to up-regulation by 17-beta estradiol and BPA. Since mefenamic acid is not known to have any estrogenic activity and there was no observable phenotype malformation at the concentration used, we could only infer that *ncl1, sp4, U1SNRNPBP* homolog were up-regulated by a different mode of action exerted by mefenamic acid. This, however, do not negate the significance that these 6 genes are indeed sensitive to perturbation by estrogenic compounds during early life of the zebrafish. The expression of *sp4* expression and its role in CNS development and function observed in rodents [35], [36], as well as *SP4* association with various psychiatric disorders in humans [37], [38]. The present study revealed that *sp4* expression is a sensitive target of BPA perturbation, even at relatively low concentration (50 and 100 µg/L BPA) exposure, hence it is susceptible to BPA induced deregulation that could impact brain development, function and consequently behavior as observed in laboratory animals exposed to BPA during early life [7], [8]. This has been a health-risk concern expressed by the latest NTP-CERHR expert panel report [6] with regard to the effects of BPA on the nervous system and behavior as a result of early life exposure in humans. We are currently doing a focused study to characterize BPA-induced perturbation of *sp4* expression in CNS of zebrafish embryos. Likewise, given the known association of the corresponding human homolog of the zebrafish genes such as *apoeb* with lipid metabolism and cardiovascular, neurological, reproductive, immune disorders, *mycl1b* with cancer, *ndgr1* with cancer, reproductive and neurological disorders, hence chronic early-life deregulation of these genes warrant further investigations.

### Transcriptome analysis and inference of BPA early-life exposure toxicity

Since human databases have better annotations, and most available gene expression analysis software do not support zebrafish data, it is useful to map zebrafish genes to human homologs for knowledge-based data mining. Moreover, such mapping would facilitate comparison of fish data with higher vertebrate data (human/mouse) to capture conservation and to infer the findings from zebrafish to humans. Therefore, we mapped the significantly deregulated gene probes from each of the treatment groups to available corresponding human homologs as previously described [24] (see Materials and Methods). We were able to map the 358, 696 and 594 zebrafish genes to 188, 357 and 291 human homologs, respectively, for the 500, 1500 and 4500 µg/L groups. The mapped human homologs of zebrafish genes were used for knowledge-based data mining via Ingenuity Pathway Analysis™ (IPA) software (see Materials and Methods) to obtain insights into the altered biological functions and signaling pathways associated with the deregulated genes, as well as for inferring affected physiological system and potential health-risks. Based on the Ingenuity database, the algorithm associated 101 (for 500 µg/L), 168 (for 1500 µg/L) and 125 (for 4500 µg/L) of the human homologs with four primary categories: (i) molecular and cellular function, (ii) physiological system development and function, (iii) disease and disorder and (iv) canonical pathway (**Figure 6A–D**). Within each primary category, functional sub-categories which were significantly (Fisher's Exact Test *P*<5.0E-02) enriched with the human homologs of zebrafish genes were listed (**Table S2, S3, S4, S5**).

**Figure 6:**
Real-time PCR validation of selected up-regulated zebrafish genes. Using samples from a separate validation experiment (n = 5–6 biological replicates; each replicate consist of five pooled larvae), selected up-regulated genes were validated by real-time PCR and compared with corresponding microarray data. Axis titles on the upper left histogram and figure legends are applicable to all histograms.

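Single genes of several lists had an unadjusted p under 0.05, as had 810 of all 3878 probes at 4500 µg/L and 292 at 1500 µg/L. Of 12 measured genes of integrin signaling and the actin cytoskeleton, 5 had an unadjusted p under 0.05 at 4500 µg/L and 3 passed when adjusted over the list alone. cfl1, which severs actin filaments, was higher by a log2 fold change of 0.91 (standard error 0.27) at 1500 µg/L, and ptk2ab, the focal adhesion kinase, was at -0.80 (0.24) at 4500 µg/L. Of 4 genes of apoptosis and the p53 response none had an unadjusted p under 0.05. Among them was baxb, which promotes cell death, at -0.53 (0.27) at 1500 µg/L. Of 8 genes of the cell cycle and DNA replication none did either, with the proliferation marker mki67 at -0.51 (0.27) at 4500 µg/L, and at 0.07 after a correction for position in ID order. The same held for 7 genes of the unfolded protein response, such as the chaperone hyou1 at -0.51 (0.28) at 1500 µg/L, and for 5 heat shock genes, such as hspe1 at -0.53 (0.29) at 4500 µg/L.
No gene of any list passed an adjusted p of 0.05 over all 3878 probes, from limma or the methods' tests. Camera found no list that shifted against the others among 1865 named genes. The lowest adjusted p over 30 lists and 3 concentrations was 0.23, for integrin and actin at 1500 and 4500 µg/L, and with an estimated correlation it was 0.98 for all. Keeping every spot, the lowest was 0.7 over 33 lists, and 0.93 with an estimated correlation. With spots left out, no gene with a symbol met the 2-step rule, so that Fisher's exact test could find no enrichment. With every spot kept, Fisher's exact test found no list enriched in such genes, with a lowest adjusted p of 0.81. There lig1, a DNA ligase, rose (adjusted p = 0.013) and cdk1, which drives cells into mitosis, rose by a log2 fold change of 1.28 (0.32, adjusted p = 0.038) at 4500 µg/L, 2 of 40 cell cycle genes. None passed of 45 integrin and actin, 21 apoptosis, 26 unfolded protein and 19 heat shock genes, of which 11, 1, 3 and 3 had an unadjusted p under 0.05 at 4500 µg/L. Such a p was reached there by 5009 of all 22980 probes. Most probes called with every spot kept lost their call when arrays were corrected for a spot's position in ID order, a step chosen after the data were seen.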

The analysis suggests that molecular and cellular function associated with cellular assembly and organization, cell death, cell morphology, small molecule biochemistry, and cell-to-cell signaling and interaction, were among those significantly enriched with high percentage (9.5%–44%; Fisher's Exact Test *P*<2.6E-05 to 3.6E-02) of the human homologs in all three treatment groups (**Figure 6A**; complete list in **Table S2**). Physiological system development and function related to nervous system was significantly enriched with the highest percentage (16%–23%; Fisher's Exact Test *P*<3.26E-04 to 3.42E-02) of human homologs in all three treatment groups, followed by skeletal and muscular system, cardiovascular system, reproductive system and hematological system (5%–15%; Fisher's Exact Test *P*<1.45E-03 to 3.24E-02) (**Figure 6B** **, Table S3**). Likewise, neurological disease, reproductive system disease, skeletal muscular disorder, and cardiovascular disease were also significantly enriched with relatively high percentage (4%–16%; Fisher's Exact Test *P*<2.48E-04 to 3.6E-02) of human homologs in all three treatment groups in the ‘disease and disorder’ category (**Figure 6C** **, Table S4**).

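Of the glial genes, 3 of 3 measured passed at 4500 µg/L when adjusted over the list alone, while the list itself did not pass by camera (adjusted p = 0.42, unadjusted 0.014). slc1a2b, a glutamate transporter of astroglia, was at a log2 fold change of -0.87 (standard error 0.30) and gfap, a filament protein of glia, at -0.63 (0.23), and neither passed over all probes (adjusted p = 0.14 and 0.16 from limma). Of 8 neuronal genes, 2 had an unadjusted p under 0.05 at 4500 µg/L, isl1a at -0.62 (0.27) and tubb5 at -0.52 (0.24). Among all 3878 probes, 810 had such a p at 4500 µg/L and 292 at 1500 µg/L. Of 10 genes of skeletal muscle contraction 2 did at 1500 µg/L, mylpfa, a myosin light chain, at -0.77 (0.31) and actn3b at -0.78 (0.33). Of 7 heart genes 3 did at 4500 µg/L, with the cardiac myosin myh6 at 0.80 (0.31) and the troponin tnnc1b at -0.61 (0.27). Of 3 erythroid genes 1 did, the embryonic globin hbae1.1 at -0.61 (0.26). Of 4 genes of cartilage and bone 1 passed when adjusted over the list alone, col2a1b, the cartilage collagen (adjusted p = 0.14 over all probes, and -1.01 with a standard error of 0.29 with every spot kept). Of 3 germ cell genes none did, and gdf9, an oocyte growth factor, was at 0.33 (0.27) at 1500 µg/L. At an adjusted p of 0.05 over all probes limma and the methods' tests called none of these genes.
Of 9 glial genes measured with every spot kept, 1 rose at 4500 µg/L, fabp7b, a fatty acid binding protein of radial glia, by 1.09 (0.26, adjusted p = 0.034). In the same group slc1a2b was at -0.96 (0.27, adjusted p = 0.058). The cartilage collagen col9a2 rose by 1.63 (0.38, adjusted p = 0.029), 1 of 21 genes of its list. None passed of 18 neuronal, 31 muscle, 16 heart, 19 erythroid and 21 germ cell genes, of which 3, 2, 5, 2 and 3 had an unadjusted p under 0.05 at 4500 µg/L. Among all 22980 probes 5009 did. The calls made with every spot kept mostly ended when a spot's position in ID order was corrected for, as chosen after the data were seen.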

In addition, we were able to capture deregulated signaling pathways (**Figure 6D** **, Table S5**) that could be associated with the affected cellular functions, physiological systems and phenotype. Specifically, signaling pathways involved in tight junction, actin cytoskeleton, integrin, clathrin-mediated endocytosis, Nrf2-mediated oxidative stress and ephrin receptor were significantly (Fisher's Exact Test *P*<0.05) deregulated by BPA exposure which are known to be associated with cellular death/survival, differentiation, morphology, movement and intercellular signaling. 

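With every spot kept, the claudin gene cldni was at a log2 fold change of 1.12 (standard error 0.29) and cldn7b at 0.74 (0.25) at 1500 µg/L, against 0.36 (0.27) and 0.29 (0.23) at 4500 µg/L. Neither passed an adjusted p of 0.05 from limma (0.19 and 0.3 at 1500 µg/L), and the difference between the concentrations called no probe. cldni passed when adjusted over the list of 35 tight junction genes alone. With spots without a kept ratio left out, 2 of 9 tight junction genes had an unadjusted p under 0.05 at 1500 µg/L, f11r.1, a junction adhesion protein, at -0.66 (0.30) and cldn19 at 0.63 (0.29). Of 6 genes of the Nrf2 response 1 had an unadjusted p under 0.05 at 4500 µg/L, txnrd3, a thioredoxin reductase, at -0.74 (0.31), and sod1, the superoxide dismutase, was at -0.48 (0.24). For comparison, 292 of all 3878 probes had such a p at 1500 µg/L and 810 at 4500 µg/L. Of 3 genes of xenobiotic metabolism none did, and sult1st1, a sulfotransferase, was at 0.66 (0.42) at 1500 µg/L, a sign that turned when arrays with a low Cy3 background formed a block. Neither limma nor the methods' tests called any of these genes over all probes.
Keeping every spot, gpx1b, a glutathione peroxidase, rose by 1.49 (0.33, adjusted p = 0.026) at 4500 µg/L, 1 of 25 Nrf2 genes. The sulfotransferase sult1st2 rose by 1.56 (0.37, adjusted p = 0.032), 1 of 21 genes of xenobiotic metabolism. Calls of this kind mostly ended after a correction for position in ID order, chosen after the data were seen.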

Pathways associated with tight junction, integrin and cytoskeletal actin signaling can modulate cell morphology and motility [39], [40] while deregulation of ephrin receptor signaling is known to affect axon guidance, cardiovascular, skeletal-muscular and craniofacial development [41], [42] as observed in this study. 

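ppp3r1b, the regulatory subunit of calcineurin, rose at 4500 µg/L by a log2 fold change of 1.59 (standard error 0.25, adjusted p = 0.0088 from limma with every spot kept) and gria1b, an AMPA glutamate receptor, by 1.45 (0.33, adjusted p = 0.026). These are 2 of 37 genes of synaptic long-term potentiation, of which 16 had a positive value. Of 32 genes listed for clathrin-mediated endocytosis 1 rose, under the name ccdc62, by 1.22 (0.30, adjusted p = 0.037). List members were matched through updated names, and whether ccdc62 belongs to this pathway was not checked. In the same list ap2s1, a subunit of the clathrin adaptor AP-2, was at -0.83 (0.24, adjusted p = 0.059). None of 42 genes of ephrin receptor signaling and axon guidance passed. An unadjusted p under 0.05 was reached by 6 of them, and by 5009 of all 22980 probes. The chemokine receptor cxcr4a was at 0.75 (0.22, adjusted p = 0.065) and the ephrin receptor epha7 at -0.87 (0.27, adjusted p = 0.073).
With spots without a kept ratio left out, ap2s1 was lower by -1.09 (0.27) at 4500 µg/L, which passed when adjusted over the list of 7 measured clathrin genes alone and not over all probes (adjusted p = 0.12). Of 7 genes of long-term potentiation 3 had an unadjusted p under 0.05 at 4500 µg/L, among them both camk2d genes. Such a p was reached there by 810 of all 3878 probes. Of 9 ephrin and axon guidance genes 1 did, sema3fa, a repulsive guidance cue, at -0.64 (0.31), and at 0.16 as the mean over its probes. Over all probes limma and the methods' tests called none of them. A correction for position in ID order, chosen after the data were seen, ended most calls made with every spot kept.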

Deregulation of synaptic long-term potentiation and clathrin-mediated endocytosis which affects synaptic transmission [43], coupled with ephrin receptor and axonal guidance are likely associated with the abnormal neurological phenotypes such as suppressed neuron branching observed in *Tg(Nkx2.2a-mEGFP)*, abnormal neuromast cells in *ET(krt8-EGFP)^sqet20^* and poor tactile response and abnormal swimming behavior in wildtype zebrafish that were exposed to higher levels of BPA. Moreover, deregulation of signaling pathways involving ephrin receptor, clathrin-mediated endocytosis, integrin and tight junction together with VEGF signaling [44], [45] may be linked with the cardiac edema and suppressed vascularization in the abdominal region as observed in wildtype and/or transgenic *Tg(Flia-EGFP)^y1^* exposed to higher levels of BPA. 

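nrp1b, a co-receptor for VEGF, rose with every spot kept at 4500 µg/L by a log2 fold change of 1.54 (standard error 0.35, adjusted p = 0.029 from limma), and erg, a transcription factor of endothelium, rose too (adjusted p = 0.038). These are 2 of 23 genes of endothelium and VEGF signaling, of which 7 passed when adjusted over the list alone. At 1500 µg/L erg was at 1.41 (0.33), which passed over the list alone and not over all probes (adjusted p = 0.17). With spots without a kept ratio left out, 6 genes were measured and 2 had an unadjusted p under 0.05 at 4500 µg/L, as had 810 of all 3878 probes. The 2 genes are cdh5, the cadherin of endothelial junctions, at -0.74 (0.32, adjusted p = 0.2) and, as the mean over its probes, at 0.10, and ptk2ab. By an adjusted p over all probes neither limma nor the methods' tests called any. As in the other lists, most calls with every spot kept ended after a correction for position in ID order, chosen after the data were seen.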

While we could infer association with specific signaling pathways based on deregulated genes and phenotypes observed in the study, it would not be possible to know if a deregulated signaling pathway is a cause or an effect of a phenotype. Future studies for both short and long BPA exposures will be required to link the specific pathways in primary response to secondary responses.

### Common targeted-genes underlying BPA early-life exposure toxicity

To further understand the common underlying molecular targets and mechanisms, we examined the biological functions and associations of the 73 common targeted-genes that were deregulated in all the three treatment groups. This group of common targeted-genes deserves special attention as they were consistently deregulated by BPA from low to high concentration.

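Of the 38 genes of Table 1, 33 have a named probe on the arrays, 12 of them with enough kept ratios. The human names were matched to zebrafish symbols, and some matches may not be the probe that the paper used. METAP1, a methionine aminopeptidase, was higher by log2 fold changes of 0.43 (standard error 0.25), 0.44 (0.29) and 0.55 (0.27) at 500, 1500 and 4500 µg/L, the last turning to -0.10 after 1 of the corrections for position in ID order. LRRC4, a postsynaptic adhesion protein, was lower by -0.38 (0.23), -0.63 (0.27) and -0.49 (0.25), and XRN2, a nuclear exonuclease, was at 0.02 (0.25), -0.62 (0.29) and -0.48 (0.27). With array quality weights a second xrn2 probe was at -1.25 (0.25, adjusted p = 0.018 from limma) at 4500 µg/L. Of the 12 genes, 10 had the direction of Table 1 in their mean over the concentrations, or 83.3% (95% Wilson interval 55.2 to 95.3), the exceptions being CSRP2BP at -0.32 and SLC34A2 at 0.47, whose value at 4500 µg/L rests on 1 array (1.68, the others from -0.04 to 0.09). When every spot was kept, 28 of 33 had it, or 84.8%. ETFA, which passes electrons from fatty acid oxidation to the respiratory chain, was higher by 0.92 (0.38), 1.26 (0.43) and 1.22 (0.40), and ATP5F1 (atp5pb) by 0.39 (0.28), 0.38 (0.32) and 0.95 (0.30), the last turning to -0.17 and -0.18 after 2 of these corrections. POP5, a subunit of ribonuclease P, was lower by -0.31 (0.23), -0.77 (0.26) and -0.47 (0.24). By the brightest probe of each, none of these genes passed an adjusted p of 0.05 from limma in either setting at any concentration. The lowest, for NCLN, was 0.058. Over 35 values the means correlated with those of Table 1 at r = 0.70 across genes, which are not independent replicates. The study chose these genes on the same arrays, so that their direction is not independent evidence.

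**Figure D4:**
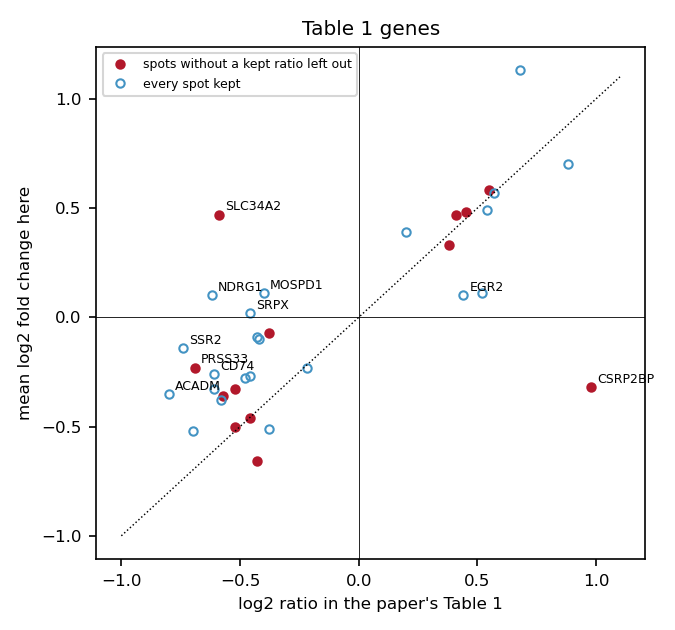
Mean log2 fold change here (vertical axis) against the log2 ratio in the paper's Table 1 (horizontal axis). Each point is a gene, or a group of concentrations for GABPA and AXIN1, filled where spots without a kept ratio were left out and open where every spot was kept. Named points differ from the paper's value by more than the spread between replicates or in sign, and the dotted line marks equal values.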

We were able to map the 73 genes to 38 human homologs whereby gene ontology annotation indicates that the protein they encode include 11 enzymes, 5 transporters, 4 transcription regulators, 2 signal transducers, 1 transmembrane receptor and 1 structural protein while the remaining 14 have functions that are not well-defined, hence categorized as ‘others’ (**Table 1**). Interestingly, 11 (29%) of the human homologs encoding ACADM, BLNK, CPA2, HSD17B8, NDRG1, RND3, SSR2, SLC34A2, and transcription regulators EGR2, GABPA, SP4 have been reported to be regulated by estrogen, and 3 (8%) of the human homologs encoding LRRC4, SLC34A2 and transcription regulator GABPA have been reported to be regulated by thyroid hormone (see references within **Table S6**). 

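Among the genes with a reported regulation by estrogen, rnd3b was lower at the higher concentrations, at log2 fold changes of -0.27 (standard error 0.20), -0.61 (0.23) and -0.64 (0.21, adjusted p = 0.091 from limma) at 500, 1500 and 4500 µg/L with every spot kept. acadm, an enzyme of fatty acid oxidation, was at -0.05 (0.22), -0.50 (0.25) and -0.51 (0.23). blnk, a B cell adaptor, was lower at 500 µg/L by -0.56 (0.24) with spots without a kept ratio left out, and at -0.34 (0.27) and -0.46 (0.27) at the other concentrations. ssr2, of the protein translocation channel, was at -0.03 (0.20), -0.19 (0.23) and -0.22 (0.21), and ndrg1a at -0.07 (0.30), 0.21 (0.34) and 0.15 (0.32). slc34a2a, a phosphate transporter with reported regulation by both hormones, was at 0.16 (0.31), 0.70 (0.35) and 0.55 (0.32), the last being 0.14 without BPA_4500 replicate 3. None of these genes passed an adjusted p of 0.05 at any concentration in either setting.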

Another human homolog encoding transcription regulator ZNF384/NM4 is known to be regulated by parathyroid hormone. Notably, human homolog encoding HSD17B8 known for its key involvement in androgen and estrogen metabolism was down-regulated hence further amplifying the endocrine disruptive effects on the development of reproductive organs and sexual maturation. 

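hsd17b8, which interconverts active and less active sex steroids, had log2 fold changes of -0.25 (standard error 0.23), -0.42 (0.26) and -0.18 (0.24) at 500, 1500 and 4500 µg/L, with every spot kept. All 3 are negative and none exceeds its error by enough to pass (adjusted p = 1, 0.55 and 0.71 from limma). Its spot has too few kept ratios to be tested otherwise.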

The findings revealed that BPA early-life exposure toxicity is partly mediated through the targeting of endocrine-regulated genes which could be captured by zebrafish whole-animal toxicogenomics. 

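Of the genes of the estrogen response, the yolk precursors other than vtg4 had values of either sign, none of which passed. With every spot kept, vtg6 was at a log2 fold change of 0.59 (standard error 0.24), which turned to -0.22 after a correction for position in ID order, a vtg5 probe at 0.58 (0.27), vtg2 at -0.63 (0.27) and vtg7 at -0.55 (0.27) at 4500 µg/L. esr1, the estrogen receptor alpha, was at 0.47 (0.22), its paralog esr2a at -0.41 (0.22), and the brain aromatase cyp19a1b at -0.41 (0.23). Of the 12 genes of this list, 1 passed an adjusted p of 0.05 over all probes, vtg4, and 2 passed when adjusted over the list alone. Of 9 genes of the thyroid axis none passed. An unadjusted p under 0.05 at 4500 µg/L was reached by 5009 of all 22980 probes and by 3 of these genes, of which 2 passed over the list alone. They include ttr, which carries thyroid hormone in blood, at 1.04 (0.36, adjusted p = 0.11), and dio2, which activates the hormone, at -0.60 (0.21, adjusted p = 0.11) by 1 probe and -0.24 (0.24, adjusted p = 0.58) by another. The hormone receptor genes were at 0.02 (0.29) for thraa and 0.16 (0.42) for thrb. With spots without a kept ratio left out, 2 genes of each list could be tested, nots and vtg5 at 0.31 (0.28) and 0.34 (0.39) and nkx2.1 and thrb at -0.47 (0.27) and 0.13 (0.44). None of them had an unadjusted p under 0.05, and limma and the methods' tests called none.
The paper concludes that part of the toxicity of BPA in early life acts through genes under endocrine control. It draws on the genes it found deregulated at every concentration and on reports that several respond to estrogen or thyroid hormone. Its other evidence includes raised vitellogenin mRNAs, and axon branching that was inhibited by estradiol and not by mefenamic acid. Genes tested by PCR also rose with estradiol as with BPA, some of them with mefenamic acid too.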

While it is known that BPA disrupt estrogen and thyroid hormones signaling [46], this study identified a set of endocrine-regulated genes operating during early life development, previously not known to be disrupted by BPA. Although a number of estrogen-regulated genes were identified, canonical estrogen receptor signaling pathway was not enriched in our analysis. The reason could be estrogen signaling occurs at the upstream protein level while we are likely to have captured some of the downstream effects of estrogen signaling at the transcriptome level. This was evident as many estrogen responsive genes are not part of the canonical estrogen-receptor signaling pathway but rather downstream of it. Moreover, BPA has been shown to act weaker (at least 1000-fold weaker than estradiol) on the classical genomic estrogen receptor signaling pathway compared to its non-genomic estrogenic actions [47]–[49], therefore if there is any deregulation of the canonical estrogen receptor signaling pathway at the transcriptome level, the signals may be too weak and masked by stronger downstream signals. It is also worth highlighting that 39% (15/38) of the common deregulated genes (**Table 1**) including 64% (7/11) of them used in the subsequent network analysis were validated by real-time PCR in an independent experiment (**Figure 4** **and** **5**).

**Table 1:** Human homolog of zebrafish genes (38) that were significantly deregulated in all three BPA exposed groups (500 µg/L, 1500 µg/L and 4500 µg/L).

Gene Symbol [Description]	Mean Fold-Change (Log_2_ Ratio)^a^	Function	Endocrine-regulated^b^
CSRP2BP [CSRP2 binding protein]*	0.98	others	
NCLN [nicalin]*	0.88	enzyme (peptidase)	
U1SNRNPBP [U11/U12 snRNP]*	0.86	others	
ETFA [electron-transfer-flavoprotein, alpha polypeptide]	0.68	transporter	
MRPS9 [mitochondrial ribosomal protein S9]	0.67	others	
MDM1 [Transformed 3T3 cell double minute 1]*	0.61	others	
ATP5F1 [ATP synthase, F0 complex, subunit B1]*	0.57	transporter	
CAMK2D [CaM kinase II delta]*	0.55	enzyme (kinase)	
ZNF384 [zinc finger protein 384; CIZ/Nmp4]*	0.54	transcription regulator	Parathyroid
TRAM2 [translocation associated membrane protein 2]	0.52	transporter	
METAP1 [methionyl aminopeptidase 1]	0.45	enzyme (peptidase)	
EGR2 [early growth response 2; Krox20]*	0.44	transcription regulator	E2
SP4 [specificity protein 4]*	0.41	transcription regulator	E2
GABPA [GA binding protein transcription factor, alpha subunit; NRF2a]*	0.38, −0.43^c^	transcription regulator	Thyroid and E2
AXIN1 [axin 1]	−0.22, 0.20^d^	signal transducer	
FEM1B [fem-1 homolog b]	−0.36	others	
FIP1L1 [FIP1 like 1]	−0.38	others	
RND3 [Rho family GTPase 3]	−0.38	enzyme (GTPase)	E2
MOSPD1 [Motile sperm domain containing 1]	−0.40	others	
MID1IP1 [MID1 interacting protein 1]	−0.42	others	
YIPF1 [Yip1 domain family, member 1]*	−0.43	transporter	
SRPX [sushi-repeat-containing protein, X-linked]	−0.46	others	
LIM2 [lens intrinsic membrane protein 2]*	−0.46	others	
BLNK [B-cell linker]	−0.46	signal transducer	E2
HSD17B8 [hydroxysteroid (17-beta) dehydrogenase 8]*	−0.48	enzyme (metabolic)	E2 and E2 metabolism
LRRC4 [leucine rich repeat containing 4]	−0.52	others	Antithyroid (Propylthiouracil)
ACTG1 [actin, gamma 1]	−0.52	structural protein	
CPA2 [carboxypeptidase A2 (pancreatic)]	−0.56	enzyme (peptidase)	E2
XRN2 [5′-3′ exoribonuclease 2]	−0.57	enzyme (nuclease)	
PCID2 [PCI domain containing 2]	−0.58	others	
SLC34A2 [solute carrier family 34, member 2; NAPI2]	−0.59	transporter	E2 and Thyroid
SH2D5 [SH2 domain containing 5]	−0.61	others	
CD74 [CD74 major histocompatibility complex]	−0.61	transmembrane receptor	
NDRG1 [N-myc downstream regulated 1]*	−0.62	enzyme (kinase)	E2
PRSS33 [protease, serine, 33]	−0.69	enzyme (peptidase)	
POP5 [processing of precursor 5]	−0.70	enzyme (nuclease)	
SSR2 [signal sequence receptor, beta]	−0.74	others	E2
ACADM [acyl-Coenzyme A dehydrogenase; MCAD]*	−0.80	enzyme (metabolic)	E2

*the zebrafish genes were subsequently validated using real-time PCR on a new batch of fish.

a average expression fold-change above control (log_2_ ratio) for 500 µg/L, 1500 µg/L and 4500 µg/L BPA (microarray data).

b refer to Table S6 for references reporting on the endocrine regulation of the genes.

c up-regulated at 500 µg/L but down-regulated at 1500 µg/L and 4500 µg/L BPA (microarray data).

d down-regulated at 500 µg/L but up-regulated at 1500 µg/L and 4500 µg/L BPA (microarray data).

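The probe of axin1, a scaffold of Wnt signaling, had log2 fold changes of -0.23 (standard error 0.19), 0.39 (0.22) and 0.40 (0.20) at 500, 1500 and 4500 µg/L with every spot kept. None passed an adjusted p of 0.05 from limma (1, 0.51 and 0.26). The name is carried by 3 probes, of which the brightest is given. No probe differed between 500 and 1500 µg/L at an adjusted p under 0.05, with 1757 at an unadjusted p under 0.05, so that the change of sign of axin1 was not called either.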

### Inference of molecular mechanism underlying BPA early-life exposure toxicity via network connectivity analysis

We submitted the 38 human homologs that were deregulated in all the treatment groups for Ingenuity Pathway Analysis™ and the algorithm identified 23 of the homologs to be significantly associated with the analysis. Using only the known endocrine-regulated homologs and their associations with the functional subcategories (see **Table S7**), a network was generated to visualize their connectivity and to further understand how these targeted genes could have associated with BPA early-life exposure toxicity (**Figure 7**). 

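egr2a, a zinc finger transcription factor of the hindbrain and of myelinating cells, had log2 fold changes of -0.10 (standard error 0.22), 0.16 (0.25) and 0.23 (0.23) at 500, 1500 and 4500 µg/L with every spot kept. None passed an adjusted p of 0.05 from limma (1, 0.84 and 0.59). Its probe has too few kept ratios to be tested otherwise.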

Among the four transcription regulators, EGR2 connected to 19 functional subcategories, has the highest connectivity involving various cellular functions (cell death, cellular growth and proliferation, cellular organization and assembly, cellular movement and development, cell and tissue morphology) in several physiological tissues/systems (nervous, hematological, immune and reproductive systems and cancer cells) suggesting vast biological role/impact of this deregulated gene (see references within **Table S7**). 

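sp4, a transcription factor of the nervous system, was higher at each concentration, at log2 fold changes of 0.34 (standard error 0.25), 0.51 (0.28) and 0.56 (0.26) at 500, 1500 and 4500 µg/L. These values did not pass an adjusted p of 0.05 from limma (1, 0.65 and 0.23). At 4500 µg/L the unadjusted p was 0.044.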

Transcription regulator SP4 is connected to 7 subcategories involving cellular organization and assembly, cell and tissue morphology which are associated with nervous system development (patterning and remodeling of neurons) and neurological degenerative disease (**Figure 7**; **Table S7**). SP4 is also required for development of the cardiac conduction system hence associated with cardiovascular disease (sinus bradycardia and ventricular tachycardia). The up-regulation of both *EGR2* and *SP4* by estrogen had been shown to be mediated by phosphatidylinositol 3-phosphate (PI3K) in a non-genomic manner [50]. More recent reports indicated that BPA could also exert its estrogenic activity via non-genomic mechanism [47]–[49]. Taken together, this suggests that the up-regulation of these two transcription regulators may be induced by BPA via PI3K in a non-genomic manner. Transcription regulator GABPA, connected to 6 subcategories involved in cell death, cell morphology and cell to cell signaling and interaction, is required for structural formation and function of neuromuscular junctions in skeletal muscle hence its association with the development and function of nervous, skeletal and muscular systems (**Figure 4**; **Table S7**). 

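gabpa, a transcription factor of mitochondrial and neuromuscular genes, was lower at the 2 higher concentrations, at log2 fold changes of -0.56 (standard error 0.31) at 1500 µg/L and -0.77 (0.29) at 4500 µg/L, and at 0.33 (0.28) at 500 µg/L. At 4500 µg/L the adjusted p was 0.16 from limma, the lowest among the Table 1 genes with enough kept ratios, each by its brightest probe. With every spot kept gabpa was at -0.70 (0.29) and -0.91 (0.27, adjusted p = 0.07) and met the 2-step rule at both of these concentrations, and not at 500 µg/L (0.19, standard error 0.26).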

Estradiol treatment has been reported to down-regulate *GABPA* [51] and the down-regulation of zebrafish *gabpa* at 1500 ug/L and 4500 ug/L BPA observed in our study may be attributed to the estrogenic activity of BPA although the actual mechanism of this down-regulation is still not clear. Transcription regulator ZNF384 homolog is a nucleocytoplasmic shuttling protein which regulates the expression of collagen and matrix metalloproteinases important for bone development and is also required for spermatogenesis, hence its association with the development and function of skeletal, muscular and reproductive systems (**Figure 4**; **Table S7**). 

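znf384b, the zebrafish homolog, was at log2 fold changes of 0.52 (standard error 0.27), 0.28 (0.31) and 0.67 (0.28) at 500, 1500 and 4500 µg/L with every spot kept. All 3 are positive and none passed an adjusted p of 0.05 from limma (1, 0.75 and 0.17).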

Estradiol and/or BPA are known to affect spermatogenesis [52] and bone development [53] although it is not clear how ZNF384 is up-regulated by BPA in these processes which therefore warrant further focused investigation.

**Figure 7:**
Real-time PCR validation of selected down-regulated zebrafish genes. Using samples from a separate validation experiment (n = 5–6 biological replicates; each replicate consist of five pooled larvae), selected down-regulated genes were validated by real-time PCR and compared with corresponding microarray data. Axis titles on the upper left histogram and figure legends are applicable to all histograms.

Among the ‘Molecular and Cellular Function’ subcategories, ‘Cell Death’ (connected with GABPA, EGR2, NDRG1, RND3, BLNK) and ‘Cell Morphology’ (connected with EGR2, NDRG1, RND3, BLNK, and SP4) had the highest (5) connectivity (**Figure 4**). Based on the known developmental functions of these genes, cell death and cell morphological changes may be largely occurring in the nervous, blood/immune and reproductive systems. Nervous system (connected with EGR2, GABPA, LRRC4 and SP4) and reproductive system (connected with EGR2, HSD17B8, NDRG1 and ZNF384 homolog), had the highest (4) connectivity among the ‘physiological system development and function’ category suggesting that these organ-systems are likely to be impacted developmentally by BPA. Cancer (connected with EGR2, LRRC4, NDRG1 and BLNK2) and neurological disease (connected with EGR2, LRRC4, NDRG1 and SP4) has the highest (4) connectivity suggesting increased risk or susceptibility to these conditions in BPA-treated developing fish.

Taken together, the analysis reveals that BPA early-life exposure toxicity involved deregulation of endocrine-regulated genes with multiple roles in gene expression, signaling, transportation, enzymatic functions that regulates cellular functions (e.g. cell death, cell morphology, and cell differentiation) and development of several organ systems (nervous, reproductive and blood/immune systems being most vulnerable). This in turn may lead to increased risk of related diseases/disorders. Several of these affected physiological systems (nervous, cardiovascular, blood, reproductive, skeletal and muscular) and potential health impact have been either demonstrated *in vitro* and/or in rodents exposed to BPA or more potent estrogenic compounds [7]–[9], [47], [54], [55]. Specifically, it has been established that prenatal and/or neonatal exposure to low doses of BPA causes organizational changes in the reproductive tissues (prostate, breast, testis, mammary glands), body size, brain structure and chemistry, and behavior of laboratory animals that persist to adulthood, long after the period of exposure has ended [7], [8]. There is also evidence that BPA modulates the immune system [7] and may be associated with increased cancer of the hematopoietic and reproductive systems [9].Therefore, our findings are in line with the evidence of BPA adverse effects in laboratory animal studies and the concerns expressed by the latest NTP-CERHR expert panel report [6] with regard to the effects of BPA on the nervous system and behavior as well as reproductive tissues, in fetuses, infants, and children that are expose to BPA. Even so, these are inferences made based on association hence conclusive links and roles of these genes with BPA and the phenotypes observed would require more focused study on these genes in rodent or even appropriate in vitro cell lines. It will be interesting to investigate if similar mode-of-action is also associated with the adverse effects on nervous, reproductive and blood/immune systems reported in rodent studies [7], [8].

### Conclusion and Future Studies

The present study provided molecular insights into BPA early-life exposure toxicity in zebrafish involving disruption of endocrine-regulated gene expression and other signaling pathways that are known to play important roles in the development of tissue-organs, especially nervous, reproductive, cardiovascular, skeletal-muscular and blood systems. The findings corroborated with those reported in rodent studies in terms of BPA exerting endocrine disrupting effects and BPA affected organ-tissues, especially on the nervous, reproductive and blood systems. Even so, direct comparison with rodent data is still difficult due to many differing factors (e.g. physiology, life stages, mode and duration of exposure). Future studies involving absorption, distribution, metabolism and excretion (ADME) profile of BPA in developing zebrafish may help to generate scaling factors that could facilitate comparison and *in vivo-in vivo* correlation between the zebrafish and rodent models, or perhaps even humans. Nevertheless, this study demonstrated the potential of using zebrafish as a model for toxicogenomic inference of early-life exposure toxicity through BPA-induced cumulative phenotype and transcriptome analyses. Our findings revealed that zebrafish toxicogenomics could capture molecular information involving genes and signaling pathways that are useful to infer affected development and function of physiological systems as well as potential health-risks. Even so, we must stress that judicial interpretation is still required and while corroboration with phenotypic data could strengthen the analysis, a focused study on related genes is still required to be conclusive. Nevertheless, from the perspective of toxicity and hazard inference during early screening of compounds, such toxicogenomic information coupled with phenotypic data could serve well to alert investigators of a compound's potential health liabilities and provide needed information to conduct focused studies to investigate its specific toxicity. Finally, through this study we were able to identify a set of endocrine-regulated genes operating during early-life of zebrafish that are sensitive to BPA perturbation. These genes can serve as biomarkers or targets for more focused investigations such as kinetic studies with multiple time-point samplings or for mechanistic studies. Since the approach presented here is applicable to other typical compounds, our findings will place zebrafish in a strategic position for toxicogenomics application in early-life toxicity testing and as hazard indicator of various compounds. This is significant in view that there are strong demands and advocates for using zebrafish as an alternative model for evaluating the toxicity of pharmaceuticals, industrial chemicals and effluents by regulators and industry.

## Materials and Methods

### Ethics statement

All experimental protocols were approved by Institutional Animal Care and Use Committee (IACUC) of National University of Singapore (Protocol 079/07).

### BPA exposure and fish sampling

Three types of experiments were performed in this study, i.e. general acute toxicity tests, microarray experiment and PCR biomarker validation experiment. Experimental procedures were performed within the guidelines of National University of Singapore's Institutional Animal Care and Use Committee (NUS-IACUC). Different batches of developing zebrafish were exposed to BPA (Sigma-Aldrich, USA) at nominal concentrations between 50–5000 µg/L with 0.05% ethanol (vehicle) in egg water. In the acute toxicity test and PCR biomarker validation experiments, developing zebrafish were exposed to 50, 100, 500, 1500 and 4500 µg/L BPA for 7 days from 3 hour post-fertilization onwards while in the microarray experiment, developing zebrafish were exposed to 500, 1500 and 4500 µg/L BPA for the same duration. In experiments involving transgenic fish, exposure were carried out at 50, 500, and 5000 µg/L BPA for 5 days from 3 hour post-fertilization onwards. All control fish were maintained in egg water with 0.05% ethanol (vehicle). The developing zebrafish were maintained at an ambient temperature of about 26±1°C in a static condition and fresh media were renewed daily. At the end of the experiments, fish were examined for various phenotypic end-points, or snap-frozen in liquid nitrogen and stored at −80°C for total RNA extraction for microarray and PCR biomarker validation experiments.

### Total RNA extraction

Total RNA was extracted from 50 pooled larvae for each group using Trizol reagent (Invitrogen, USA) according to the manufacturer's instructions. Reference RNA for microarray hybridization was obtained by pooling zebrafish whole adult male and female total RNA at 9∶1 ratio. The integrity of RNA samples was verified by gel electrophoresis, and the concentrations were determined by UV spectrophotometer.

### Microarray hybridization

The arrays contained 22K oligonucleotide probes where 16.4K probes were designed by Compugen (USA) and the remaining probes were in-house designed by the bioinformatics group in Genome Institute of Singapore (GIS). The probes were resuspended in 3× SSC at 20 µM concentration and spotted onto in-house poly-L-lysine-coated microscope slides using a custom-built DNA microarrayer in GIS.

A common reference design is used where equal amount of total RNA from control or BPA-treated groups were labeled with Cy5 and co-hybridized with equal amount of common pooled reference RNA labeled with Cy3 for each array. Hence, for fluorescence labeling of cDNAs, 10 µg of total RNA from the reference and samples (treated and control groups) were reverse transcribed in the presence of dNTPs mixed with Aminoallyl-dUTP (Sigma-Aldrich, USA) followed by coupling with mono-functional NHS-ester Cy3 and Cy5 dyes (Amersham, USA), respectively. The respective paired Cy5- and Cy3-labeled cDNAs were pooled, concentrated, and resuspended in DIG EasyHyb (Roche Applied Science) buffer for hybridization on a single array at 42°C for 16 h in a hybridization chamber (MAUI, USA). After hybridization, the array-slides were washed in a series of washing solutions (2× SSC with 0.1% SDS, 1× SSC with 0.1% SDS, 0.2× SSC and 0.05× SSC; 30 sec each), dried using low-speed centrifugation, and scanned for fluorescence detection.

### Data acquisition, normalization and statistical filtering

The arrays were scanned using the GenePix 4000B microarray scanner (Axon Instruments, USA) and the generated images with their fluorescence signal intensities were analyzed using GenePix Pro 4.0 image analysis software (Axon Instruments, USA). Only gene features that were not flagged were extracted and subjected to Lowess normalization for further analyses. The microarray raw data have been formatted to be compliant with MIAME standard and has been submitted to GEO database (GEO Number: GSE22634).

Since a common reference design was used in our two-color array experiment, it allows for direct comparison of expression data between the treatment and control groups (*n* = 4 replicates). An initial One-Way ANOVA was applied on the Lowess-normalized data to narrow down genes that were differentially expressed and the resulting *P*-value of each gene was adjusted for Benjamini and Hochberg False Discovery Rate (FDR). To further obtain significant probes in each of the treatment group compared with the control group, Student's t-test was applied between the treatment and the control groups on the 20% FDR-selected dataset. Estimates of fold change were calculated, and genes with *P*-value<0.05, were considered for further analysis.

### Functional mapping and inference via knowledge-based data mining

To obtain insights into the biological functions and for health-risk inferences in humans, the zebrafish genes were mapped to their corresponding human homologs using the GIS Zebrafish Microarray Annotation Database (http://123.136.65.67/) as previously described [24]. National Center for Biotechnology Information (NCBI, USA) HomoloGene and UniGene databases were used for human homology mapping of the zebrafish genes. HomoloGene allows for detection of putative homologs among the annotated genes of several eukaryotic genomes and has links to UniGene clusters established by *tblastn* search of the UniGene database. The latest UniGene and HomoloGene Build files were downloaded from the following sites ftp://ftp.ncbi.nih.gov/repository/UniGene/Danio_rerio/ and ftp://ftp.ncbi.nlm.nih.gov/pub/HomoloGene/ , respectively. A PERL script was written to map all zebrafish UniGene clusters to human UniGene clusters that are identified as homologs of each other by the HomoloGene database. Another PERL script was written to enable automated mapping of GenBank Identifiers (GenBank Accession Number) of the zebrafish probes on the array to their respective UniGene cluster which are then mapped to human UniGene cluster(s) that has been identified as homolog(s) by HomoloGene database. This automated procedure is part of the Genome Institute of Singapore Zebrafish Microarray Annotation Database and is updated periodically from several resource databases.

The human homologs of the zebrafish genes from the filtered dataset were used to mine the human database via Ingenuity Pathway Analysis™ software (www.ingenuity.com). The software identifies three primary categories of functions, (i) molecular and cellular function, (ii) physiological system development and function, and (iii) disease and disorder, whereby each category is further subdivided into multiple levels of functional subcategories that are significantly enriched with human homologs of zebrafish genes from the input dataset. A right-tailed Fisher's Exact test was used to calculate *P*-values in determining the probability that each functional category enriched with the human homologs hence its association with the dataset is due to chance alone. *P*<0.05 is considered significant by the algorithm suggesting that the association is non-random. A network limited to the endocrine-regulated genes that are significant in all the treatment groups is generated by maximizing the specific connectivity of the mapped human homologs with other enriched functional subcategories.

### Biomarker validation using real-time PCR

To validate the microarray data, two independent validation experiments were carried out from new batches of developing zebrafish similar to the earlier acute toxicity experiment (*n* = 5–6 biological replicates; each biological replicate consists of five pooled larvae). Equal amounts of total RNA samples were reverse transcribed to cDNA (Invitrogen, USA). The cDNA samples were used for quantitative real-time PCR analysis, performed using the Lightcycler system (Roche Applied Science) with Lightcycler-FastStart DNA Master SYBR Green 1 (Roche Applied Science) according to the manufacturer's instructions. Statistical comparison of the relative mean expression level for each gene between test and control groups was performed using Student's T-test and *P*<0.05 is considered significant. Estimate of fold change (log_2_) between each treatment group and control group were presented.

## Supporting Information

Figure S1 **Inhibition of axon growth and branching was observed in** ***Tg(Nkx2.2a-mEGFP)*** **line treated with 17-beta estradiol (E2 at 10, 50, 100 µg/L) but not with mefenamic acid (MA at 10, 50, 100 µg/L) when compared to control group.**
(TIF)

Figure S2 **Real-time PCR validation of the six genes (** ***ncl1, apoeb, mdm1, mycl1b, sp4, U1SNRNPBP*** **homolog) using samples from wildtype developing zebrafish treated with 17-beta estradiol [E2 at 10 µg/L (36.7 nM), 50 µg/L (183.5 nM), 100 ug/L (367.1 nM) ], mefenamic acid [MA at 10 µg/L (41.4 nM), 50 µg/L (207.0 nM), 100 µg/L(414.4 nM)] and Bisphenol A [BPA at 50 µg/L (207.0 nM), 100 µg/L(438.0 nM)].** Numbers in the cell indicate mean expression levels (log_2_ fold-change) above control group (n = 5–6).
(TIF)

Table S1 **Information of zebrafish transgenic lines used in present study.**
(PDF)

Table S2 **Selected top functional subcategories of ‘Molecular and cellular function’ that are significantly enriched with human homologs of zebrafish genes deregulated by 500 µg/L, 1500 µg/L and 4500 µg/L of BPA.**
(PDF)

Table S3 **Selected top functional subcategories of ‘Physiological system development and function’ that are significantly enriched with human homologs of zebrafish genes deregulated by 500 µg/L, 1500 µg/L and 4500 µg/L of BPA.**
(PDF)

Table S4 **Selected top functional subcategories of ‘Disease and disorder’ that are significantly enriched with human homologs of zebrafish genes deregulated by 500 µg/L, 1500 µg/L and 4500 µg/L of BPA.**
(PDF)

Table S5 **Selected top functional subcategories of ‘Canonical Pathways’ that are significantly enriched with human homologs of zebrafish genes deregulated by 500 µg/L, 1500 µg/L and 4500 µg/L of BPA.**
(PDF)

Table S6 **Human homolog of zebrafish genes that were significantly deregulated in all three BPA exposed groups (500 µg/L, 1500 µg/L and 4500 µg/L).**
(PDF)

Table S7 **Selected functional subcategories that are significantly (Fisher's Exact Test P<0.05) enriched with human homologs of zebrafish genes deregulated in all BPA treatment groups (500 µg/L, 1500 µg/L and 4500 µg/L).**
(PDF)

# Supplementary material for: Toxicogenomic and Phenotypic Analyses of Bisphenol-A Early-Life Exposure Toxicity in Zebrafish
**Source:** PLoS One. 2011 Dec 14;6(12):e28273. doi: 10.1371/journal.pone.0028273
**Supplement:** Table S1 — Information of zebrafish transgenic lines used in present study.

Table S1. Information of zebrafish transgenic lines used in present study.

**Transgenic line<br>[Description of green<br>fluorescence protein<br>expression]**	**Description of green fluorescence<br>protein expression**	**Reference**
**Tg(flia:EGFP)**	Blood circulatory system	Lawson ND, Weinstein BM. (2002). In vivo imaging of embryonic vascular development using transgenic zebrafish. Dev Biol. 248(2):307-18.
**Tg(nkx2.2a:mEGFP)**	Axon, motor neuron, myelin assembly, Schwann cell	Kucenas S, Snell H, Appel B. (2008). nkx2.2a promotes specification and differentiation of a myelinating subset of oligodendrocyte lineage cells in zebrafish. Neuron Glia Biol. 4(2):71-81.
**ET(krt8:EGFP)sqet20<br>(Enhancer Trap 20)**	Mantle cells of neuromasts of the lateral line	Parinov S, Kondrichin I, Korzh V, Emelyanov A. (2004). Tol2 transposon-mediated enhancer trap to identify developmentally regulated zebrafish genes in vivo. Dev. Dynam, 231:449-459.

# Supplementary material for: Toxicogenomic and Phenotypic Analyses of Bisphenol-A Early-Life Exposure Toxicity in Zebrafish
**Source:** PLoS One. 2011 Dec 14;6(12):e28273. doi: 10.1371/journal.pone.0028273
**Supplement:** Table S3 — Selected top functional subcategories of ‘Physiological system development and function’ that are significantly enriched with human homologs of zebrafish genes deregulated by 500 µg/L, 1500 µg/L and 4500 µg/L of BPA.

Table S3. Selected top functional subcategories of 'Physiological system development and function' that are significantly enriched with human homologs of zebrafish genes deregulated by 500 µg/L, 1500 µg/L and 4500 µg/L of BPA. The data was generated using Ingenuity Pathway Analysis™ software and only subcategories associated with specific organ-system with $P < 0.05$ (Fisher's Exact Test) and having greater than 5% of homologs enriched in all three treatment groups are listed.

Functional Subcategories	Percentage (no. molecules enriched / no. molecules used in analysis)	Molecules (human homologs of zebrafish genes) used in the analysis
**<u>Nervous System</u>**		
BPA_500µg	17.8%<br>(18/101)	RUNX3,YWHAG,BDNF,FGF8,SP4,PHOX2A,CDH2,TIAM2,EGR2,PARK7,RHOA,KCNJ1,CYSLTR1,GABPA,CPEB1,PPP3CA,PITX3,DYRK1A
BPA_1500µg	16.1%<br>(27/168)	POU3F1,APOE,LHX5,CUL5,GEM,BDNF,FGF8,HRAS,POU3F2,LRPAP1,PTK2,EGR2,AKT1,EFNB1,GFAP,SORT1,PPP3CA,GRIN1,RRAD,CREBBP,SLIT2,SP4,ROCK1,TIAM2,NDE1,RTN4,GABPA
BPA_4500µg	23.2%<br>(29/125)	APOE,GEM,NCDN,APOB,STMN2,ZNF384,HRAS,EXT1,MPPED2,PRPS1,EGR2,EFNB1,TGFB2,GFAP,ITGB5,PPP3CA,THBS4,YWHA,RRAD,CHERP,SLIT2,SP4,ROCK1,IGF2,NRCAM,RTN4,GABPA,TNFRSF19,DYRK1A
**<u>Skeletal and Muscular System</u>**		
BPA_500µg	14.9%<br>(15/101)	NCKIPSD,YWHAG,FGF8,MYH11,ACTG1,MYLK,TGM2,CDH2,CAMK2D,GAB1,RHOA,SYPL2,MYL4,GABPA,ACTA1
BPA_1500µg	6.0%<br>(10/168)	PTK2,APOE,NCKIPSD,AKT1,GAB1,PTHLH,FGF8,GABPA,SLIT2,ACTG1
BPA_4500µg	12.0%<br>(15/125)	APOE,MYH6,YWHAG,MEOX1,MYH11,SLIT2,ACTG1,SPRED2,PTK2,IGF2,HCN2,SP8,BHLHB2,TGFB2,GABPA
**<u>Hematological System</u>**		
BPA_500µg	13.9%<br>(14/101)	BLNK,RUNX3,E2F4,CDC2L5,BDNF,MYH11,CD74,SCYE1,MYLK,EGR2,SYK,PIK3CG,RHOA,CYSLTR1
BPA_1500µg	9.5%<br>(16/168)	BLNK,APOE,BDNF,PTHLH,HRAS,NKX2-3,CD74,TCF3,SCYE1,PTK2,AKT1,EGR2,GRAP2,SYK,EFNB1,PIK3CG

BPA_4500µg	6.4%<br>(8/125)	PTK2,APOE,PTPRO,HRAS,CYSLTR1,CFLAR,TCF3,TOX

Cardiovascular System

BPA_500µg	7.9%<br>(8/101)	CDH2,CAMK2D,GAB1,BDNF,PIK3CG,RHOA,FGF8,SCYE1
BPA_1500µg	7.7%<br>(13/168)	APOE,BDNF,PTHLH,HYOU1,FGF8,SCYE1,PTK2,AKT1,CAMK2D,CDH5,GAB1,EFNB1,CFB
BPA_4500µg	10.4%<br>(13/125)	APOE,APOB,HYOU1,SPRED2,PTK2,IGF2,HCN2,EFNB1,CFB,RTN4,TGFB2,CYR61,CAV2

Reproductive System

BPA_500µg	6.9%<br>(7/101)	NDRG1,GAB1,AXIN1,USF2,SOX3,RHOA,SPO11
BPA_1500µg	6.5%<br>(11/168)	PTK2,DENND2D,AQP3,TGM1,NDRG1,AXIN1,PTHLH,FGF8,HOXB9,IRS2,SPO11
BPA_4500µg	7.2%<br>(9/125)	PTK2,DENND2D,IGF2,TGM1,NDRG1,EHMT2,HRAS,RNF17,FNDC3A

# Supplementary material for: Toxicogenomic and Phenotypic Analyses of Bisphenol-A Early-Life Exposure Toxicity in Zebrafish
**Source:** PLoS One. 2011 Dec 14;6(12):e28273. doi: 10.1371/journal.pone.0028273
**Supplement:** Table S6 — Human homolog of zebrafish genes that were significantly deregulated in all three BPA exposed groups (500 µg/L, 1500 µg/L and 4500 µg/L).

Table S6. Human homolog of zebrafish genes (14) that were significantly deregulated in all three BPA exposed groups (500 µg/L, 1500 µg/L and 4500 µg/L) and has been reported to be endocrine-regulated. References below table.

Gene Symbol [Description]	Function	Endocrine-regulated
ZNF384 [zinc finger protein 384; CIZ/Nmp4]	transcription regulator	Parathyroid (Alvarez et al. 2005; Shah et al. 2004)
EGR2 [early growth response 2; Krox20]	transcription regulator	E2 (Pedram et al. 2007)
SP4 [specificity protein 4]	transcription regulator	E2 (Pedram et al. 2007)
GABPA [GA binding protein transcription factor, alpha subunit; NRF2a]	transcription regulator	Thyroid (Rodríguez-Peña et al. 2002) and E2 (Rodríguez-Cuenca et al. 2007)
RND3 [Rho family GTPase 3]	enzyme (GTPase)	E2 (Bektic et al. 2004)
BLNK [B-cell linker]	signal transducer	E2 (Frasor et al., 2004)
HSD17B8 [hydroxysteroid (17-beta) dehydrogenase 8]	enzyme (metabolic)	E2 and E2 metabolism (Rotinen et al. 2009)
LRRC4 [leucine rich repeat containing 4]	others	Antithyroid (Propylthiouracil) (Dong et al. 2007)
CPA2 [carboxypeptidase A2 (pancreatic)]	enzyme (peptidase)	E2 (Pedram et al. 2007)
SLC34A2 [solute carrier family 34, member 2; NAPI2]	transporter	E2 (Xu et al. 2003) and Thyroid (Alcalde et al. 1999)
NDRG1 [N-myc downstream regulated 1]	enzyme (kinase)	E2 (Frasor et al., 2004)
SSR2 [signal sequence receptor, beta]	others	E2 (Ivanga et al. 2007)
ACADM [acyl-Coenzyme A dehydrogenase; MCAD]	enzyme (metabolic)	E2 (Ivanga et al. 2007)

Reference

- Alcalde AI, Sarasa M, Raldúa D, Aramayona J, Morales R, Biber J, et al. 1999. Role of thyroid hormone in regulation of renal phosphate transport in young and aged rats. *Endocrinology* 140:1544-1551.
- Alvarez M, Shah R, Rhodes SJ, Bidwell JP. 2005. Two promoters control the mouse Nmp4/CIZ transcription factor gene. *Gene*. 347:43-54.
- Bektic J, Wrulich OA, Dobler G, Kofler K, Ueberall F, Culig Z, et al. 2004. Identification of genes involved in estrogenic action in the human prostate using microarray analysis. *Genomics* 83:34-44.
- Dong H, Yauk CL, Williams A, Lee A, Douglas GR, Wade MG. 2007. Hepatic gene expression changes in hypothyroid juvenile mice: characterization of a novel negative thyroid-responsive element. *Endocrinology* 148:3932-3940.
- Frasor J, Stossi F, Danes JM, Komm B, Lyttle CR, Katzenellenbogen BS. 2004. Selective estrogen receptor modulators: discrimination of agonistic versus antagonistic activities by gene expression profiling in breast cancer cells. *Cancer Res* 64:1522-1533.
- Ivanga M, Labrie Y, Calvo E, Belleau P, Martel C, Luu-The V, et al. 2007. Temporal analysis of E2 transcriptional induction of PTP and MKP and downregulation of IGF-I pathway key components in the mouse uterus. *Physiol Genomics* 29:13-23.
- Pedram A, Razandi M, Aitkenhead M, Hughes CC, Levin ER. 2002. Integration of the non-genomic and genomic actions of estrogen: membrane-initiated signaling by steroid to transcription and cell biology. *J Biol Chem* 277:50768-50775.
- Rodríguez-Peña A, Escrivá H, Handler AC, Vallejo CG. 2002. Thyroid hormone increases transcription of GA-binding protein/nuclear respiratory factor-2 alpha-subunit in rat liver. *FEBS Lett* 514:309-314.
- Rodríguez-Cuenca S, Monjo M, Gianotti M, Proenza AM, Roca P. 2007. Expression of mitochondrial biogenesis-signaling factors in brown adipocytes is influenced specifically by 17beta-estradiol, testosterone, and progesterone. *Am J Physiol Endocrinol Metab* 292:E340-346.
- Rotinen M, Celay J, Alonso MM, Arrazola A, Encio I, Villar J. 2009. Estradiol induces type 8 17beta-hydroxysteroid dehydrogenase expression: crosstalk between estrogen receptor alpha and C/EBPbeta. *J Endocrinol* 200:85-92.

Shah R, Alvarez M, Jones DR, Torrungruang K, Watt AJ, Selvamurugan N, et al. 2004. Nmp4/CIZ regulation of matrix metalloproteinase 13 (MMP-13) response to parathyroid hormone in osteoblasts. *Am J Physiol Endocrinol Metab* 287:E289-96.

Xu H, Uno JK, Inouye M, Xu L, Drees JB, Collins JF, et al. 2003. Regulation of intestinal NaPi-IIb cotransporter gene expression by estrogen. *Am J Physiol Gastrointest Liver Physiol* 285:G1317-1324.

# Supplementary material for: Toxicogenomic and Phenotypic Analyses of Bisphenol-A Early-Life Exposure Toxicity in Zebrafish
**Source:** PLoS One. 2011 Dec 14;6(12):e28273. doi: 10.1371/journal.pone.0028273
**Supplement:** Table S7 — Selected functional subcategories that are significantly (Fisher's Exact Test P<0.05) enriched with human homologs of zebrafish genes deregulated in all BPA treatment groups (500 µg/L, 1500 µg/L and 4500 µg/L).

Table S7. Selected functional subcategories that are significantly (Fisher's Exact Test $P < 0.05$) enriched with human homologs of zebrafish genes deregulated in all BPA treatment groups (500 µg/L, 1500 µg/L and 4500 µg/L). The data was generated using Ingenuity Pathway Analysis™ software and only subcategories enriched with known endocrine-regulated homologs are listed. Functional annotation are referenced below the table.

Functional Subcategories	Functional Annotation (reference)	Molecules (human homologs)
**Cell Morphology**	remodeling of dendrites (Ramos et al. 2007)	SP4
	branching of fibroblast cell lines (Katoh et al. 2002)	RND3
	morphology of neuromuscular junctions (O' leary et al. 2007)	GABPA
	permeability of mitochondrial membrane (Unoki and Nakamura, 2003)	EGR2
	size of B lymphocytes (Pappu et al. 1999)	BLNK
**Cell-To-Cell Signaling and Interaction**	neurotransmission of neuromuscular junctions (O' leary et al. 2007)	GABPA
	dynamics of focal adhesions (Klein et al. 2008)	RND3
**Cellular Assembly and Organization**	remodeling of dendrites, quantity of dendrites (Ramos et al. 2007)	SP4
	permeability of mitochondrial membrane (Unoki and Nakamura, 2003)	EGR2
**Cellular Development**	development of trigeminal motor neurons; differentiation of Schwann cells; myelination of neurons (Schneider-Maunoury et al. 1997; Herdegen and Leah, 1998; Le et al. 2005)	EGR2
	growth of gonadal cell lines (Unoki and Nakamura, 2001)	EGR2
	development of mononuclear leukocytes (Minegishi et al. 1999; Lefebvre et al. 2005)	BLNK, EGR2
	development of thymocytes (Lefebvre et al. 2005)	EGR2
	differentiation of B lymphocytes (Flemming et al. 2003)	BLNK
**Gene Expression**	activation of gene (Sawada et al. 1999; Herdegen and Leah, 1998; Torrungruang et al. 2002)	EGR2, GABPA, ZNF384
	expression of endoplasmic reticulum stress element (Abdelrahim et al. 2005)	SP4
**Cell Death**	survival of trophoblast cells (Chen et al. 2006)	NDRG1
	apoptosis (Boswell et al. 2007; Jacobs et al. 2007; Stein et al 2004; Tan et al. 2001; Zorick et al. 1999)	BLNK, EGR2, GABPA, NDRG1, RND3,
**Cellular Growth and Proliferation**	growth of colorectal cancer cell lines; growth of gonadal and endometrial cell lines (Unoki and Nakamura, 2001)	EGR2
	proliferation of Schwann cells (Zorick et al. 1999)	EGR2

	proliferation of pre-B lymphocytes (Flemming et al. 2003)	BLNK
	colony formation of prostate cancer cell lines (Bandyopadhyay et al. 2003)	NDRG1
	proliferation of glioma cells (Wu et al. 2008)	LRRC4
**Tissue Morphology**	fusion of cranial nerve ganglion (Herdegen and Leah, 1998)	EGR2
	degeneration of sciatic nerve (Okuda et al. 2004)	NDRG1
	quantity of B-1a lymphocytes (Pappu et al. 1999)	BLNK
	quantity of Purkinje cells (Nguyễn-Trần et al. 2000)	SP4
**Cellular Movement**	mingling of cells (Voiculescu et al. 2001)	EGR2
	guidance of motor axons (Helmbacher et al. 1998)	EGR2
**Lipid Metabolism**	metabolism of fatty acid (Fomitcheva et al. 1998; Matsubara et al. 1990)	HSD17B8, ACADM
**Molecular Transport**	nuclear export of molecule (Nakamoto et al. 2000)	ZNF384
	transport of phosphoric acid (Field et al. 1999)	SLC34A2
**Embryonic Development**	development of rhombomere 3, 5 and 6 (Schneider-Maunoury et al. 1997)	EGR2
	differentiation and survival of trophoblast cells (Chen et al. 2006)	NDRG1
**Nervous System Development and Function**	development of trigeminal motor neurons; myelination of neurons; fusion of cranial nerve ganglion; neurological process of peripheral nerve; proliferation and differentiation of Schwann cells (Schneider-Maunoury et al. 1997; Herdegen and Leah, 1998; Zorick et al. 1999; Le et al. 2005)	EGR2
	guidance of motor axons (Helmbacher et al. 1998; Zhang et al. 2005)	EGR2, LRRC4
	morphology and neurotransmission of neuromuscular junctions (O' leary et al. 2007)	GABPA
	remodeling of dendrites; quantity of dendrites; quantity of Purkinje cells (Ramos et al. 2007)	SP4
**Reproductive System Development and Function**	polyploidy of mammary cells (Kim et al. 2004)	NDRG1
	growth of gonadal cell lines (Unoki and Nakamura, 2001)	EGR2
	gonad development (Aziz et al. 2001)	HSD17B8
	spermatogenesis (Nakamoto et al. 2004)	ZNF384 homolog
**Endocrine System Development and Function**	metabolism of androgen and estrogen (Fomitcheva et al. 1998)	HSD17B8

**Skeletal and Muscular System Development and Function**	morphology and neurotransmission of neuromuscular junctions (O' leary et al. 2007)	GABPA
	suppressed the formation of mineralized nodules in osteoblastic cell (Shen et al. 2002)	ZNF384
**Tissue Development**	development of motor nucleus of trigeminal nerve; development of rhombomere 3, 5, and 6; myelination of peripheral nerve (Schneider-Maunoury et al. 1997; Herdegen and Leah, 1998)	EGR2
	differentiation of trophoblast (Chen et al. 2006)	NDRG1
**Hematological System Development and Function**	development of mononuclear leukocytes (Minegishi et al. 1999; Lefebvre et al. 2005)	BLNK, EGR2
	proliferation and differentiation of pre-B lymphocytes; quantity of B-1a lymphocytes; size of B lymphocytes (Flemming et al. 2003; Pappu et al. 1999)	BLNK
	arrest in development of thymocytes (Lefebvre et al. 2005)	EGR2
**Immune and Lymphatic System Development and Function**	development of lymphocytes (Minegishi et al. 1999; Lefebvre et al. 2005)	BLNK, EGR2
	proliferation and differentiation of pre-B lymphocytes; quantity of B-1a lymphocytes; size of B lymphocytes (Flemming et al. 2003; Pappu et al. 1999)	BLNK
	arrest in development of thymocytes (Lefebvre et al. 2005)	EGR2
**Cancer**	developmental process of colorectal cancer cell lines (Guan et al. 2000; Unoki and Nakamura, 2001)	EGR2, NDRG1
	neoplasia and metastasis of liver; polyploidy of bladder cell lines; differentiation and polyploidy of colorectal cancer cell lines; colony formation of prostate cancer cell lines (Bandyopadhyay et al. 2003; Guan et al. 2000; Kim et al. 2004)	NDRG1
	growth of endometrial and colorectal cancer cell lines (Unoki and Nakamura, 2001)	EGR2
	B-cell leukemia of mice (Hayashi et al. 2003)	BLNK
	suppress tumorigenesis and invasion of glioma cells (Wu et al. 2008)	LRRC4
**Neurological Disease**	apoptosis of Schwann cells; misrouting of axons; congenital hypomyelination; Dejerine-Sottas disease; Charcot-Marie-Tooth disease; polyneuropathy (Herdegen and Leah, 1998; Szigeti et al. 2008; Zorick et al. 1999)	EGR2
	neurological disorder of sciatic nerve (degeneration and demyelination of sciatic nerve) (Okuda et al. 2004)	NDRG1
	Alzheimer disease (Boutillier et al. 2007)	SP4

	suppress tumorigenesis, proliferation and invasion of glioma cells; hypermethylated in brain tumors (Wu et al. 2008)	LRRC4
**Genetic Disorder**	congenital hypomyelination; Dejerine-Sottas disease; Charcot-Marie-Tooth disease (Szigeti et al. 2008)	EGR2
**Hematological Disease**	pre-B cell leukemia of mice (Hayashi et al. 2003)	BLNK
**Gastrointestinal Disease**	developmental process of colorectal cancer cell lines (Guan et al. 2000; Unoki and Nakamura, 2001)	EGR2, NDRG1
	growth of colorectal cancer cell lines (Unoki and Nakamura, 2001)	EGR2
	neoplasia and metastasis of liver; differentiation and polyploidy of colorectal cancer cell lines (Guan et al. 2000; Kim et al. 2004)	NDRG1
**Cardiovascular Disease**	sinus bradycardia and ventricular tachycardia of mice (Nguyễn-Trân et al. 2000)	SP4
**Connective Tissue Disorders**	connective tissue disorder (Corut et al. 2006; Jang et al. 2006; Sela et al. 2008)	BLNK, EGR2, SLC34A2
**Reproductive System Disease**	colony formation of prostate cancer cell lines; polyploidy of mammary cells (Bandyopadhyay et al. 2003; Kim et al. 2004)	NDRG1

Reference

- Abdelrahim M, Liu S, Safe S. Induction of Endoplasmic Reticulum-induced Stress Genes in Panc-1 Pancreatic Cancer Cells Is Dependent on Sp Proteins. *J Biol Chem* 2005 Apr 22;280(16):16508-13.
- Aziz N, Anderson E, Lee GY, Woo DD. Arrested testis development in the cpk mouse may be the result of abnormal steroid metabolism. *Mol Cell Endocrinol*. 2001 Jan 22;171(1-2):83-8.
- Bandyopadhyay S, Pai SK, Gross SC, Hirota S, Hosobe S, Miura K, Saito K, Commes T, Hayashi S, Watabe M, Watabe K. The drg-1 gene suppresses tumor metastasis in prostate cancer. *Cancer Res* 2003 Apr 15;63(8):1731-6.
- Boswell SA, Ongusaha PP, Nghiem P, Lee SW. The Protective Role of a Small GTPase RhoE against UVB-induced DNA Damage in Keratinocytes. *J Biol Chem* 2007 Feb 16;282(7):4850-8.
- Boutillier S, Lannes B, Buée L, Delacourte A, Rouaux C, Mohr M, Bellocq JP, Sellal F, Larmet Y, Boutillier AL, Loeffler JP. Sp3 and sp4 transcription factor levels are increased in brains of patients with Alzheimer's disease. *Neurodegener Dis*. 2007;4(6):413-23.
- Chen B, Nelson DM, Sadovsky Y. N-Myc Down-regulated Gene 1 Modulates the Response of Term Human Trophoblasts to Hypoxic Injury. *J Biol Chem* 2006 Feb 03;281(5):2764-72.
- Corut A, Senyigit A, Ugur SA, Altin S, Ozcelik U, Calisir H, Yildirim Z, Gocmen A, Tolun A. Mutations in SLC34A2 cause pulmonary alveolar microlithiasis and are possibly associated with testicular microlithiasis. *Am J Hum Genet*. 2006 Oct;79(4):650-6.
- Feild JA, Zhang L, Brun KA, Brooks DP, Edwards RM. Cloning and functional characterization of a sodium-dependent phosphate transporter expressed in human lung and small intestine. *Biochem Biophys Res Commun* 1999 05 19;258(3):578-82.

Flemming A, Brummer T, Reth M, Jumaa H. The adaptor protein SLP-65 acts as a tumor suppressor that limits pre-B cell expansion. *Nat Immunol* 2003 01 1;4(1):38-43.

Fomitcheva J, Baker ME, Anderson E, Lee GY, Aziz N. Characterization of Ke 6, a new 17beta-hydroxysteroid dehydrogenase, and its expression in gonadal tissues. *J Biol Chem* 1998 08 28;273(35):22664-71

Guan RJ, Ford HL, Fu Y, Li Y, Shaw LM, Pardee AB. Drg-1 as a differentiation-related, putative metastatic suppressor gene in human colon cancer. *Cancer Res* 2000 Feb 1;60(3):749-55.

Hayashi K, Yamamoto M, Nojima T, Goitsuka R, Kitamura D. Distinct Signaling Requirements for D&mgr; Selection, IgH Allelic Exclusion, Pre-B Cell Transition, and Tumor Suppression in B Cell Progenitors. *Immunity* 2003 Jun;18(6):825-836.

Helmbacher F, Pujades C, Desmarquet C, Frain M, Rijli FM, Chambon P, Charnay P. Hoxa1 and Krox-20 synergize to control the development of rhombomere 3. *Development* 1998 Dec 1;125(23):4739-48.

Herdegen T, Leah JD. Inducible and constitutive transcription factors in the mammalian nervous system: control of gene expression by Jun, Fos and Krox, and CREB/ATF proteins. *Brain Res Brain Res Rev* 1998 Dec;28(3):370-490.

Jacobs AT, Marnett LJ. Heat Shock Factor 1 Attenuates 4-Hydroxynonenal-mediated Apoptosis: critical role for heat shock protein 70 induction and stabilization of Bcl-XL. *J Biol Chem* 2007 Nov 16;282(46):33412-20.

Jang J, Lim DS, Choi YE, Jeong Y, Yoo SA, Kim WU, Bae YS. MLN51 and GM-CSF involvement in the proliferation of fibroblast like synoviocytes in the pathogenesis of rheumatoid arthritis. *Arthritis Res Ther* 2006 Jan 01;8(6):R170.

Katoh H, Harada A, Mori K, Negishi M. Socius is a novel Rnd GTPase-interacting protein involved in disassembly of actin stress fibers. *Mol Cell Biol* 2002 May 1;22(9):2952-64.

Kim KT, Ongusaha PP, Hong YK, Kurdistani SK, Nakamura M, Lu KP, Lee SW. Function of Drg1/Rit42 in p53-dependent Mitotic Spindle Checkpoint. *J Biol Chem* 2004 Sep 10;279(37):38597-602.

Klein RM, Spofford LS, Abel EV, Ortiz A, Aplin AE. B-RAF Regulation of Rnd3 Participates in Actin Cytoskeletal and Focal Adhesion Organization. *Mol Biol Cell* 2008 Feb 01;19(2):498-508.

Le N, Nagarajan R, Wang JY, Svaren J, LaPash C, Araki T, Schmidt RE, Milbrandt J. Nab proteins are essential for peripheral nervous system myelination. *Nat Neurosci* 2005 07 1;8(7):932-40.

Lefebvre JM, Haks MC, Carleton MO, Rhodes M, Sinnathamby G, Simon MC, Eisenlohr LC, Garrett-Sinha LA, Wiest DL. Enforced expression of Spi-B reverses T lineage commitment and blocks beta-selection. *J Immunol* 2005 May 15;174(10):6184-94.

Matsubara Y, Narisawa K, Miyabayashi S, Tada K, Coates PM, Bachmann C, Elsas LJ, Pollitt RJ, Rhead WJ, Roe CR. Identification of a common mutation in patients with medium-chain acyl-CoA dehydrogenase deficiency. *Biochem Biophys Res Commun* 1990 08 31;171(1):498-505.

Minegishi Y, Rohrer J, Coustan-Smith E, Lederman HM, Pappu R, Campana D, Chan AC, Conley ME. An essential role for BLNK in human B cell development. *Science* 1999 Dec 3;286(5446):1954-7.

Nakamoto T, Yamagata T, Sakai R, Ogawa S, Honda H, Ueno H, Hirano N, Yazaki Y, Hirai H. CIZ, a zinc finger protein that interacts with p130(cas) and activates the expression of matrix metalloproteinases. *Mol Cell Biol* 2000 Mar 1;20(5):1649-58.

Nakamoto T, Shiratsuchi A, Oda H, Inoue K, Matsumura T, Ichikawa M, Saito T, Seo S, Maki K, Asai T, Suzuki T, Hangaishi A, Yamagata T, Aizawa S, Noda M, Nakanishi Y, Hirai H. Impaired spermatogenesis and male fertility defects in CIZ/Nmp4-disrupted mice. *Genes Cells*. 2004 Jun;9(6):575-89.

Nguyễn-Trần VT, Kubalak SW, Minamisawa S, Fiset C, Wollert KC, Brown AB, Ruiz-Lozano P, Barrere-Lemaire S, Kondo R, Norman LW, Gourdie RG, Rahme MM, Feld GK, Clark RB, Giles WR, Chien KR. A novel genetic pathway for sudden cardiac death via defects in the transition between ventricular and conduction system cell lineages. *Cell* 2000 Sep 1;102(5):671-82.

Okuda T, Higashi Y, Kokame K, Tanaka C, Kondoh H, Miyata T. Ndrp1-deficient mice exhibit a progressive demyelinating disorder of peripheral nerves. *Mol Cell Biol* 2004 May 01;24(9):3949-56.

O'leary DA, Noakes PG, Lavidis NA, Kola I, Hertzog PJ, Risteovski S. Targeting of the ETS Factor Gabp{alpha} Disrupts Neuromuscular Junction Synaptic Function. *Mol Cell Biol* 2007 May 01;27(9):3470-80.

Pappu R, Cheng AM, Li B, Gong Q, Chiu C, Griffin N, White M, Sleckman BP, Chan AC. Requirement for B cell linker protein (BLNK) in B cell development. *Science* 1999 Dec 3;286(5446):1949-54.

Ramos B, Gaudillière B, Bonni A, Gill G. Transcription factor Sp4 regulates dendritic patterning during cerebellar maturation. *Proc Natl Acad Sci U S A* 2007 Jun 05;104(23):9882-7.

Sawada J, Simizu N, Suzuki F, Sawa C, Goto M, Hasegawa M, Imai T, Watanabe H, Handa H. Synergistic transcriptional activation by hGABP and select members of the activation transcription factor/cAMP response element-binding protein family. *J Biol Chem* 1999 Dec 10;274(50):35475-82.

Schneider-Maunoury S, Seitanidou T, Charnay P, Lumsden A. Segmental and neuronal architecture of the hindbrain of Krox-20 mouse mutants. *Development* 1997 Mar 1;124(6):1215-26.

Sela U, Dayan M, HersHKoviz R, Lider O, Mozes E. A Peptide that ameliorates lupus up-regulates the diminished expression of early growth response factors 2 and 3. *J Immunol* 2008 Feb 01;180(3):1584-91.

Shen ZJ, Nakamoto T, Tsuji K, Nifuji A, Miyazono K, Komori T, Hirai H, Noda M. Negative regulation of bone morphogenetic protein/Smad signaling by Cas-interacting zinc finger protein in osteoblasts. *J Biol Chem* 2002 Aug 16;277(33):29840-6.

Stein S, Thomas EK, Herzog B, Westfall MD, Rocheleau JV, Jackson RS, Wang M, Liang P. NDRG1 Is Necessary for p53-dependent Apoptosis. *J Biol Chem* 2004 Nov 19;279(47):48930-40.

Szigeti K, Wiszniewski W, Saifi GM, Sherman DL, Sule N, Adesina AM, Mancias P, Papasozomenos SCh, Miller G, Keppen L, Daentl D, Brophy PJ, Lupski JR. Functional, histopathologic and natural history study of neuropathy associated with EGR2 mutations. *Neurogenetics*. 2007 Nov;8(4):257-62.

Tan JE, Wong SC, Gan SK, Xu S, Lam KP. The adaptor protein BLNK is required for b cell antigen receptor-induced activation of nuclear factor-kappa B and cell cycle entry and survival of B lymphocytes. *J Biol Chem* 2001 Jun 8;276(23):20055-63.

Torrunguang K, Alvarez M, Shah R, Onyia JE, Rhodes SJ, Bidwell JP. DNA binding and gene activation properties of the Nmp4 nuclear matrix transcription factors. *J Biol Chem* 2002 May 3;277(18):16153-9.

Unoki M, Nakamura Y. EGR2 induces apoptosis in various cancer cell lines by direct transactivation of BNIP3L and BAK. *Oncogene* 2003 Apr 10;22(14):2172-85.

Unoki M, Nakamura Y. Growth-suppressive effects of BPOZ and EGR2, two genes involved in the PTEN signaling pathway. *Oncogene* 2001 Jul 27;20(33):4457-65.

Voiculescu O, Taillebourg E, Pujades C, Kress C, Buart S, Charnay P, Schneider-Maunoury S. Hindbrain patterning: Krox20 couples segmentation and specification of regional identity. *Development* 2001 Dec 1;128(24):4967-78.

Wu M, Chen Q, Li D, Li X, Li X, Huang C, et al.. LRRC4 inhibits human glioblastoma cells proliferation, invasion, and proMMP-2 activation by reducing SDF-1 alpha/CXCR4-mediated ERK1/2 and Akt signaling pathways. *J Cell Biochem*. 2008. 103:245-255.

Zhang Q, Wang J, Fan S, Wang L, Cao L, Tang K, Peng C, Li Z, Li W, Gan K, Liu Z, Li X, Shen S, Li G. Expression and functional characterization of LRRC4, a novel brain-specific member of the LRR superfamily. *FEBS Lett*. 2005 Jul 4;579(17):3674-82.

Zorick TS, Syroid DE, Brown A, Gridley T, Lemke G. Krox-20 controls SCIP expression, cell cycle exit and susceptibility to apoptosis in developing myelinating Schwann cells. *Development* 1999 Apr 1;126(7):1397-406.

How the deposited data were processed for this re-analysis (not part of the article)

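The data are 18 scans of 2-colour spotted oligonucleotide arrays with 23232 spots each. Each compares Cy5-labelled RNA of 50 pooled larvae with Cy3-labelled RNA of adult fish. As deposited, the scanner intensities of both channels are unnormalized foreground and local background values from GenePix Pro 4.0. The authors took the log2 of Lowess-normalized ratios of Cy5 over Cy3 and deposited them for spots that were not marked as bad, which leaves 5127 to 19980 values per scan. In the file of control replicate 1, 16654 lines without a value are shifted by 1 column, and this was corrected on reading.

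Groups follow the sample labels. Repeated scans of an array were averaged, which leaves 16 arrays, 4 of control larvae and 5, 3 and 4 at 500, 1500 and 4500 µg/L BPA. All 18 had been planned as separate arrays before the repeated scans were found. The mean foreground and median background were corrected by normexp with an offset of 50, and log2 ratios were loess-normalized within arrays. Spots without a value from the authors were left out, spots sharing an accession were averaged, and probes needed at least 3 values in each group. Larval replicates are few, and the standard error of a log2 fold change is given beside each value.

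limma 3.58.1 in R 4.3.3 fitted group means with 1 spread over all groups. An F-test over the 3 BPA comparisons at an FDR under 0.2 was followed by an unadjusted p under 0.05 against the control group, the 2-step rule. Separately, each comparison was called at an adjusted p under 0.05 (Benjamini-Hochberg over all tested probes). Counts at an unadjusted p under 0.05 are given beside these calls. Without any change, a share of 0.05 of the tested probes would be expected in such a count. The methods' tests were run beside limma. Gene lists, 33 in number and fixed before the data were examined, were tested with camera at a preset correlation of 0.01 and at an estimated one, and with Fisher's exact test, on the probe with the highest mean intensity of each gene. They cover pancreas, intestine, liver, vitellogenin and estrogen response, thyroid axis, muscle, heart, neurons, glia, photoreceptors, lens, erythroid cells, endothelium, ephrin and axon guidance, tight junction, integrin and actin, clathrin, long-term potentiation, Nrf2, xenobiotic metabolism, apoptosis, cell cycle, cartilage, epidermis, immune cells, unfolded protein response, heat shock, cholesterol synthesis, fatty acid oxidation, lipid transport, ribosomal proteins, oxidative phosphorylation and germ cells. Camera's test was written anew on limma's moderated t values. These tests were tried on simulated data, in which 8 unchanged probes were called among 3878 and 2 among 22980. The simulated noise was independent between probes, unlike that of the real arrays, so that these error counts may not hold for them.

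Genes are named by a rule fixed before the data were examined: the genes that the paper names in its table and PCR figures, whose printed values had been seen, the probes with a symbol that changed most at each concentration, the members of each list with the smallest p, and the measured members of the vitellogenin and thyroid lists. The rule allowed 2 to 4 members per list, and 2 were taken after the values had been seen. Genes with enough values only when every spot is kept are given in that setting. Current symbols were taken by accession for 55 spots, by current symbol for 3538 and by older name for 8000. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 read the files and drew the figures. In all, 35 planned and 54 added alternatives were run. The PCR measurements are not analysed here.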

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

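The tests on the 707 probes at 4500 µg/L other than the regrouping of arrays were chosen only after the result was seen; those on repeated scans, on array weights and on regrouped arrays were set down before it, although the comparison of 4500 with 500 µg/L was itself added after the data were seen. No biological explanation was excluded, and the BPA concentration itself stays open for every pattern.

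Keeping the 18 scans as separate arrays raised the probes changed across the groups from 2 to 1331. With 1 other control array and 1 other 1500 µg/L array counted 2 times instead, the median was 781.5, from 430 to 963, which is what a narrowed spread within a group would give. That more probes pass the filter on missing values is argued against, since 998 of the 3878 probes tested with averaged scans were called with the 18 scans as well. Of 100 labelings of the scans, 9 gave as many, the real one included and up to 2648, so that chance is not excluded either. A scan counted 2 times is a candidate explanation that these tests leave standing.

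Keeping every spot, 707 probes were called at 4500 µg/L, 639 of them higher. The arrays with a Cy3 background above 150 units had a median log2 fold change of 1.28, against 1.4 over all 4 arrays, and a block for that background left 18 called (median 1.23 with a standard error of 0.35, against 1.4 with 0.32); on 707 probes chosen without them, BPA_4500 replicate 1 had medians of 1.35 to 1.43 and replicate 4 of 0.19 to 0.40, against 1.4 to 1.62 on the arrays under 150 units, which leaves a difference in background open. Correcting for a spot's position in ID order kept 5, 71, 21 and 7 of them, with median fold changes of 0.84 to 1.01 and standard errors of 0.27 to 0.29, so that a pattern along the slide may underlie most calls; slide position is inferred from the order of IDs and is not given. A lower reference signal cannot be told apart, since 44.5% of the change came from the Cy3 channel (-0.64) and the rest from Cy5 (0.79). Of 35 splits of these 8 arrays, 2 gave as many calls, the real one and one with 1838, in which control replicate 4 and BPA_4500 replicate 4 change places; a split with several times the real count points to a structure of the samples, and chance is not excluded.

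Array quality weights called 1809 probes across the groups, and 2 of 100 labelings, the real one included, gave as many (highest other 1968). This share is under the limit of 0.05 set beforehand. Many counts were tested without correction for their number and another labeling gave more, so that chance is not excluded. A block for the arrays with a low Cy3 background left 9 probes called at 1500 and 4500 µg/L, against 855. At 1500 µg/L the median log2 fold change of the called probes fell from 0.89 to 0.25 (standard error 0.25 and 0.28), with 2 of 495 still called, and at 4500 µg/L from 1.03 to 0.50 (0.28 and 0.31), with 0 of 360 called by limma, where 283 of all probes had an unadjusted p under 0.05. A difference between these arrays is a candidate explanation. It is confounded with the concentrations in part, since either group also holds an array with a higher background. Without the block these arrays had the lowest weights, 0.352 for BPA_1500 replicate 2 and 0.341 and 0.381 for BPA_4500 replicates 1 and 4. BPA_1500 replicate 2 is the only such array at 1500 µg/L, so that background and concentration can hardly be told apart there. Without weights the 1 call at 1500 or 4500 µg/L became 0 with the block, with 198 and 483 at an unadjusted p under 0.05, which is too few to tell.

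Among 100 labelings of the arrays, the real one and 99 drawn at random, counts as large as the real one, itself included, came with spots without a kept ratio left out in 6 labelings across the groups (2 real, 682 highest other), in 9, 9 and 6 at 500, 1500 and 4500 µg/L by the 2-step rule (1, 1 and 2 real; 634, 483 and 646), in 6 at all 3 concentrations (1; 443) and in 8 with 1 sign (1; 663), so that chance is not excluded. At an adjusted p, the real counts of 0, 0 and 1 from limma (62, 292 and 810 at an unadjusted p under 0.05) were reached in 100 of 100, 35 of 35 and 3 of 35 splits (highest other 2, 87 and 345), and the counts of 0 between 500 and 1500, 1500 and 4500, and 500 and 4500 µg/L in 56 of 56, 35 of 35 and 100 of 100 (3, 70 and 183), with 309, 156 and 812 at an unadjusted p. A count of 0 is reached by any split, so nothing about chance follows from those; for the 1 probe at 4500 µg/L chance is not excluded. Other labelings that call many times more probes point to a structure of the samples. When every spot was kept, 3 labelings across the groups (1446; 3176), 2, 3 and 2 by the 2-step rule (246, 951 and 1354; 2902, 2227 and 2868), 2 at all 3 concentrations (188; 1949) and 2 with 1 sign (1068; 3052) were as large. These shares are under 0.05, without correction for the number of counts tested. Other labelings gave larger counts, so that chance is not excluded. With every spot kept, the real split at 1500 µg/L, with 3, was the 1 of 35 that reached its count (highest other 1). That is the smallest share that 35 splits allow, for a difference of few probes. It is not corrected for the number of tests, so that chance is not excluded. The 0 at 500 µg/L (855 at an unadjusted p under 0.05) was reached in 100 of 100 (1) and the 0 between 500 and 1500 and between 1500 and 4500 µg/L (1757 and 971) in 56 of 56 (1) and 35 of 35 (29), as any split must. Between 500 and 4500 µg/L the real count of 19 was reached in 3 of 100 splits, itself included, a share under 0.05 without correction for the number of tests. Another split gave 976, which points to a structure of the samples, and chance is not excluded. A block for the Cy3 background left 0 by limma (2160 at an unadjusted p under 0.05).

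One array stood apart from the others of its group, by Dixon's test, in 38 of 473 groups of values for 164 genes, where about 1 in 20 is expected by chance, and control replicate 4 was that array in 10 of them. These were, in log2 ratio, for control arrays xrn2 at -0.98, slc34a2a at -0.60, efnb1 at -0.54, thrb at 1.19, gngt1 at -0.97, crygm2d13 at -1.68, f11r.1 at -0.05, txnrd3 at -0.02, col2a1b at 0.07, krt18a.1 at -0.99 and hspe1 at -1.31. At 500 µg/L they were nots at 0.56, sod1 at -0.37 and sdhb at 0.08. At 4500 µg/L they were slc34a2a at 1.68, efnb1 at 0.47, a vtg5 probe at 2.24, tnnc1b at -0.81, crygm2d13 at 0.89, serpinh1b at -0.93, hmgcs1 at 0.08 and sdhb at -0.04. When every spot was kept, control arrays stood apart for axin1 at 0.21, rnd3b at -0.18, pop5 at 1.32, ttc14 at -3.33 and actc2 at -1.45. At 500 µg/L the same held for mdkb at -0.65, pvalb7 at -1.54, cdc14aa at 0.73, c1qbp at -0.40, ptgr1.1 at 0.35, tfdp1a at 0.81, pax8 at -1.74 and a dio2 probe at -0.36, and at 4500 µg/L for pop5 at 0.19, mpp1 at -2.04 and ptgr1.1 at -1.74. The median Cy3 foreground of BPA_4500 replicate 1 was 956 units, against 383 to 429 for the others of its group, 1 of 15 groups of array measures. vtg4, at 1.92 at 4500 µg/L, is not reported under that name in the paper.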

How the results depend on the processing

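Settings named here as planned were chosen before the data were examined; averaging repeated scans, the Cy3-background block, the corrections for ID order, the lower number of values per group and all combinations of settings were chosen after the data were seen. The 18 scans as separate arrays were the first plan, and became an alternative when the repeated scans were found. Of the planned ones, print-tip loess and a block for slide batch or scan date were not run, since no print blocks or dates are given, and splitting the controls cannot give a count at all 3 concentrations. The values they change are given with spots without a kept ratio left out, unless every spot is said to be kept.

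The count of probes changed across the groups fell from 2 to 0 under 9 planned settings of processing or testing, apart from single arrays left out and stricter limits on the F-test, and the 2-step rule then gave 0, 0 and 0 from limma, 0 at all 3 concentrations and 0 with 1 sign. Probes at an unadjusted p under 0.05 at 500, 1500 and 4500 µg/L then numbered 47, 362 and 733 with no background correction; 40, 326 and 802 with plain background subtraction; 47, 298 and 832 with median centring. They were 92, 258 and 666 with scaling between arrays, 57, 327 and 711 with the authors' deposited values, 41, 204 and 603 with only probes with a value on all arrays. The replicate block left 63, 178 and 706, the methods' tests 147, 245 and 465 and the mean over a gene's probes 30, 154 and 347. At an adjusted p under 0.05, the 1 probe at 4500 µg/L was called with plain background subtraction and not with the other 8, nor when only the 2 groups compared were fitted, where 589 had an unadjusted p under 0.05. With an FDR under 0.05 or 0.1 for the F-test in place of 0.2, the 2-step counts were 0, with 62, 292 and 810 at an unadjusted p under 0.05 from limma and 0 by the methods' tests.

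Every spot kept gave 1446 probes across the groups, 246, 951 and 1354 by the 2-step rule, 188 at all 3 concentrations and 1068 with 1 sign, and 0, 3 and 707 at an adjusted p under 0.05. Array quality weights gave 1809 probes across the groups, 235, 1102 and 1005 by the 2-step rule, 82 at all 3 concentrations and 934 with 1 sign, and 0, 495 and 360 at an adjusted p under 0.05, with 404 and 0 between the concentrations.

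Counting the 18 scans as separate arrays, as first planned, gave higher counts than averaging the repeated scans; its combinations with other settings were chosen after the data were seen. This step alone gave 1331 probes across the groups, 188, 729 and 995 by the 2-step rule, 96 at all 3 concentrations and 760 with 1 sign, and 0, 0 and 105 at an adjusted p under 0.05. It with the methods' tests gave 1032 probes across the groups, 214, 596 and 669 by the 2-step rule, 79 at all 3 concentrations and 561 with 1 sign, and 0, 28 and 0 at an adjusted p under 0.05, with 0 and 1 between the concentrations. Allowing 2 values per group gave 1579 probes across the groups, 314, 887 and 1191 by the 2-step rule, 164 at all 3 concentrations and 927 with 1 sign, and 1, 25 and 89 at an adjusted p under 0.05, with 2 and 4 between the concentrations. The same with the methods' tests gave 1189 probes across the groups, 300, 725 and 789 by the 2-step rule, 129 at all 3 concentrations and 673 with 1 sign, and 0, 153 and 0 at an adjusted p under 0.05, with 0 and 3 between the concentrations. The authors' values gave 1413 probes across the groups, 191, 842 and 971 by the 2-step rule, 89 at all 3 concentrations and 775 with 1 sign, and 0, 0 and 0 at an adjusted p under 0.05, with 0 and 1 between the concentrations. These with the methods' tests gave 957 probes across the groups, 195, 602 and 613 by the 2-step rule, 76 at all 3 concentrations and 511 with 1 sign, and 0, 34 and 2 at an adjusted p under 0.05, with 4 and 1 between the concentrations. The authors' values with 2 values per group gave 1728 probes across the groups, 308, 1042 and 1208 by the 2-step rule, 149 at all 3 concentrations and 975 with 1 sign, and 1, 36 and 9 at an adjusted p under 0.05, with 4 and 3 between the concentrations. The last with the methods' tests gave 1249 probes across the groups, 333, 801 and 774 by the 2-step rule, 128 at all 3 concentrations and 680 with 1 sign, and 0, 187 and 2 at an adjusted p under 0.05, with 11 and 0 between the concentrations. Every spot of the 18 scans gave 4969 probes across the groups, 953, 3211 and 3788 by the 2-step rule, 542 at all 3 concentrations and 3266 with 1 sign, and 0, 361 and 1644 at an adjusted p under 0.05, with 1 and 0 between the concentrations. Every spot with the methods' tests gave 3812 probes across the groups, 911, 2498 and 2659 by the 2-step rule, 445 at all 3 concentrations and 2498 with 1 sign, and 0, 169 and 2 at an adjusted p under 0.05, with 6 and 0 between the concentrations. The share of PCR genes in the paper's direction was 91.1%, 93.3% or 94.7% in the settings that left spots out, and with the authors' values the lists called by camera were 1 with the methods' tests, 2 with 2 values per group and 0 otherwise. Without background correction, vtg3 was at 0.28 at 4500 µg/L with every spot kept and averaged scans, in place of 0.64. It was at 0.67 (adjusted p = 0.036) at 4500 µg/L with every spot of the 18 scans, over a range of adjusted p from 0.036 to 0.32 in its alternatives.

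Further combinations with repeated scans averaged were also chosen afterwards. Every spot with the methods' tests and averaged scans gave 64 probes across the groups, 23, 51 and 63 by the 2-step rule, 20 at all 3 concentrations and 49 with 1 sign, and 0, 0 and 0 at an adjusted p under 0.05, with 1 and 0 between the concentrations. Every spot without background correction gave 608 probes across the groups, 73, 398 and 567 by the 2-step rule, 53 at all 3 concentrations and 340 with 1 sign, and 0, 0 and 4 at an adjusted p under 0.05. Every spot with plain subtraction gave 4 probes across the groups, 2, 4 and 4 by the 2-step rule, 2 at all 3 concentrations and 3 with 1 sign, and 0, 0 and 3 at an adjusted p under 0.05. Every spot with median centring gave 2310 probes across the groups, 305, 1185 and 2087 by the 2-step rule, 188 at all 3 concentrations and 1459 with 1 sign, and 0, 8 and 777 at an adjusted p under 0.05, with 1 and 0 between the concentrations. Every spot with scaling gave 829 probes across the groups, 117, 527 and 763 by the 2-step rule, 70 at all 3 concentrations and 475 with 1 sign, and 0, 0 and 39 at an adjusted p under 0.05. Every spot with a replicate block gave 482 probes across the groups, 112, 361 and 469 by the 2-step rule, 92 at all 3 concentrations and 394 with 1 sign, and 0, 0 and 393 at an adjusted p under 0.05. Every spot with array weights gave 5041 probes across the groups, 1025, 3619 and 3766 by the 2-step rule, 688 at all 3 concentrations and 3522 with 1 sign, and 0, 643 and 1415 at an adjusted p under 0.05, with 1 and 0 between the concentrations. Every spot with limma-trend gave 908 probes across the groups, 161, 607 and 854 by the 2-step rule, 120 at all 3 concentrations and 690 with 1 sign, and 0, 0 and 195 at an adjusted p under 0.05. At least 2 values per group with spots left out gave 0 calls from limma, with 204, 518 and 1460 at an unadjusted p under 0.05, and a share of PCR genes of 90%. The authors' values with the methods' tests called 0 probes across the groups, 1 at 4500 µg/L at an adjusted p, 1 between 1500 and 500 µg/L and 1 gene list, with 137, 289 and 426 at an unadjusted p under 0.05. No background correction with the methods' tests called 1 at 4500 µg/L, and plain subtraction or median centring with them called 0.

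Arrays set apart by their Cy3 background were treated in several ways, chosen after the data were seen. A block for them with every spot kept gave 20 probes across the groups, 10, 15 and 20 by the 2-step rule, 9 at all 3 concentrations and 17 with 1 sign, and 0, 0 and 18 at an adjusted p under 0.05. The block with array weights gave 16 probes across the groups, 4, 16 and 11 by the 2-step rule, 3 at all 3 concentrations and 9 with 1 sign, and 0, 9 and 0 at an adjusted p under 0.05, with 9 and 0 between the concentrations. Leaving out those under 150 units with every spot kept, which leaves 1 array at 1500 µg/L, gave 298 probes across the groups, 45, 257 and 124 by the 2-step rule, 24 at all 3 concentrations and 135 with 1 sign, and 0, 207 and 2 at an adjusted p under 0.05, with 190 and 114 between the concentrations. Every spot without the repeated 1500 µg/L array gave 998 probes across the groups, 216, 445 and 936 by the 2-step rule, 131 at all 3 concentrations and 761 with 1 sign, and 0, 0 and 685 at an adjusted p under 0.05. Leaving out the repeated control array gave 168 probes across the groups, 14, 61 and 156 by the 2-step rule, 7 at all 3 concentrations and 92 with 1 sign, and 0, 0 and 0 at an adjusted p under 0.05. Every spot without that array gave 2311 probes across the groups, 507, 1533 and 2086 by the 2-step rule, 405 at all 3 concentrations and 1805 with 1 sign, and 0, 5 and 1121 at an adjusted p under 0.05. With spots left out, the block alone, the loss of the low-background arrays and the loss of the repeated 1500 µg/L array each gave 0 calls from limma, with 89, 198 and 483; 117, 250 and 592; and 65, 113 and 820 at an unadjusted p under 0.05. The PCR share was 88.5% with every spot and the block.

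Correcting each array for a spot's position in ID order, chosen after the data were seen, ended most calls. Every spot corrected for place in stretches gave 5 probes across the groups, 2, 4 and 5 by the 2-step rule, 2 at all 3 concentrations and 3 with 1 sign, and 0, 0 and 5 at an adjusted p under 0.05. A running median of 50 spots on either side gave 148 probes across the groups, 39, 116 and 145 by the 2-step rule, 36 at all 3 concentrations and 112 with 1 sign, and 0, 0 and 75 at an adjusted p under 0.05. That of 20 spots on either side gave 39 probes across the groups, 11, 32 and 39 by the 2-step rule, 9 at all 3 concentrations and 29 with 1 sign, and 0, 0 and 25 at an adjusted p under 0.05. Place and running median together gave 20 probes across the groups, 5, 13 and 20 by the 2-step rule, 4 at all 3 concentrations and 11 with 1 sign, and 0, 0 and 7 at an adjusted p under 0.05. With spots left out, the 4 corrections gave 2, 2, 1 and 0 probes across the groups, and 1, 2, 1 and 0 at an adjusted p at 4500 µg/L from limma, where 477 had an unadjusted p under 0.05 in the last.

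Leaving out 1 array at a time, planned with spots left out and added with every spot kept, gave 0 to 4450 probes across the groups, 0 to 567, 0 to 1996 and 0 to 4031 by the 2-step rule, 0 to 344 at all 3 concentrations, 0 to 2945 with 1 sign, and 0 to 0, 0 to 10 and 0 to 2888 at an adjusted p from limma, with 0 to 1 between 1500 and 500 µg/L. With spots left out, the count across the groups was 777 without BPA_4500 replicate 4, 581 without BPA_1500 replicate 2, 168 without both scans of the repeated control array, 1 without BPA_500 replicate 2 and 0 without any other array; leaving out 1 scan of a repeated pair keeps its array and gave 2; the adjusted count at 4500 µg/L was 433 without BPA_4500 replicate 4. The adjusted count of 707 with every spot kept became 2888 without BPA_4500 replicate 4, 25 without replicate 2, 47 without replicate 1 and 234 without replicate 3 at 4500 µg/L, and 122, 104 and 88 without control replicates 1, 2 and 3. PCR shares ranged from 66.7% to 84.6%, Table 1 shares from 72.7% to 90.9%, and lists called from 0 to 1. vtg3 ranged in log2 fold change at 4500 µg/L from 0.60 to 0.68.

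Counts given as between the concentrations are for 500 and 1500 and for 1500 and 4500 µg/L. Between 500 and 4500 µg/L, compared after the data were seen, 0 of 3878 probes differed by limma and the methods' tests (812 and 633 at an unadjusted p under 0.05). Among the settings chosen beforehand, array quality weights gave 313, leaving out BPA_4500 replicate 4 gave 508, leaving out BPA_1500 replicate 2 gave 48, every spot kept gave 19 and fitting only the 2 groups gave 3; the others run gave 0, with 509 to 1030 at an unadjusted p under 0.05. With every spot kept, the 19 became 0 without background correction (3992 at an unadjusted p), 1682 without BPA_4500 replicate 4 and 0 without BPA_4500 replicate 2 (2874).

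Signs of named values turned under some settings. With spots left out, 955 of 14769 alternative values had the other sign, for 118 of 231 results, 223 of them in settings chosen beforehand. With every spot kept they were 296 of 8352, for 73 of 261 results. Where the value had been at least 0.5 in size, the mean over a gene's probes turned cdh5 at 4500 µg/L (-0.74, and 0.10), sema3fa at 500 µg/L (-0.56, and 0.07), sema3fa at 4500 µg/L (-0.64, and 0.16), cfl1 at 4500 µg/L (0.71, and -0.01). The Cy3-background settings or corrections for ID order, chosen after the data were seen, turned metap1 at 4500 µg/L (0.55, and -0.10), efnb1 at 1500 µg/L (0.63, and -0.05), prss1 at 1500 µg/L (-0.57, and 0.48), c3a.1 at 4500 µg/L (0.55, and -0.01), gngt1 at 1500 µg/L (-0.50, and 0.34), cahz at 1500 µg/L (0.53, and -0.10), sult1st1 at 1500 µg/L (0.66, and -0.31), sesn1 at 1500 µg/L (0.55, and -0.27), mki67 at 4500 µg/L (-0.51, and 0.07), col2a1b at 1500 µg/L (-0.55, and 0.06), col2a1a at 1500 µg/L (-0.67, and 0.10), col2a1a at 4500 µg/L (-0.62, and 0.06), coro1a at 4500 µg/L (-0.87, and 0.04), coro1a at 1500 µg/L (-1.04, and 0.06), hspe1 at 1500 µg/L (-0.54, and 0.02), the second value being the farthest (at 1500 µg/L, leaving out the arrays under 150 units rests on 1 array, and efnb1, coro1a and myclb turned there alone), and when every spot was kept atp5pb at 4500 µg/L (0.95, and -0.18), myclb at 1500 µg/L (0.81, and -0.03), agtpbp1 at 1500 µg/L (0.64, and -0.01), hoxc11b at 1500 µg/L (-0.55, and 0.05), vtg6 at 4500 µg/L (0.59, and -0.22). None of these passed an adjusted p of 0.05 from limma. Of 26 values called with every spot kept, 402 of 832 alternative values kept a call and 430 did not, and 0 turned sign.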

Differences from the paper's values

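No cause is named here for any difference; settings that combine several choices were chosen after the values had been seen. The paper gives 1119 probes changed across the groups, and 2 were found here; 358, 696 and 594 at 500, 1500 and 4500 µg/L, against 1, 1 and 2; and 73, 383 and 663 at all 3, exactly 2 and exactly 1 concentration, against 1, 0 and 1. The 18 scans as separate arrays, as first planned, gave 1331, 729, 96, 476 and 672, within 1.5 times of the paper's 1119, 696, 73, 383 and 663, and 188 and 995, which are not within it of 358 and 594; 18 of 22 Table 1 genes were not called at all 3 concentrations there. Of the other settings chosen before the data were examined, every spot kept comes within 1.5 times of the paper's 1119 (1446), 358 (246), 696 (951) and 663 (493). Array quality weights do for 73 (82) and 663 (884). Leaving out BPA_4500 replicate 4 does for 1119 (777), 594 (696) and 663 (552), and leaving out BPA_1500 replicate 2 for 594 (450). For 383 none of these other settings does, and all the rest chosen beforehand stay apart from each of the paper's counts. The 0 at exactly 2 concentrations is from limma and from the methods' tests, with 62, 292 and 810 probes at an unadjusted p under 0.05 at the 3 concentrations.

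Settings chosen after the values were seen also come close. The 18 scans as separate arrays with the authors' values, at least 2 values per group and the methods' tests gave 1249 across the groups, 333, 801 and 774 at the 3 concentrations, and 128, 505 and 514 at all 3, exactly 2 and exactly 1, which is within 1.5 times of 6 of the 7 counts, not of 73. The same with loess-normalized scanner values in place of the authors' also comes within 1.5 times of 6, and 26 of 32 Table 1 genes were not called at all 3 concentrations there. With the authors' values, 22 of 32 Table 1 genes were called at all 3 concentrations and 10 of the paper's own were not. With at least 3 values per group, 5 of the 7 were reached (957 for 1119, 602 for 696, 613 for 594, 76 for 73 and 390 for 383), and 8 of 22 Table 1 genes were not called at all 3. With the authors' values from the 18 scans, 25 of 34 Table 1 values (at least 2 values per group) and 15 of 23 (at least 3) lie within 0.01 of the paper's.

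For vtg3 the paper gives 2.3-fold at 1500 and 3.4-fold at 4500 µg/L, and the values here are 1.28-fold and 1.56-fold. The probe named vtg4 here was at 2.18-fold and 3.77-fold. Gene names were updated here, and whether the paper's vtg3 is the probe named so was not checked. For CSRP2BP the paper's mean log2 ratio is 0.98 and the value here -0.32, and for SLC34A2 -0.59 and 0.47; no setting chosen beforehand removes either difference. For PRSS33 it is -0.69 in the paper and -0.23 here, and median centring alone among the settings chosen beforehand comes close (-0.36). For genes measured with every spot kept, the paper's 0.44 for EGR2 stands against 0.10, -0.4 for MOSPD1 against 0.11, -0.46 for SRPX against 0.02, -0.61 for CD74 against -0.26, -0.62 for NDRG1 against 0.10, -0.74 for SSR2 against -0.14 and -0.8 for ACADM against -0.35. Other settings chosen beforehand were not compared for vtg3 and the genes given with every spot kept. The other 25 of 35 Table 1 values have the paper's sign and lie within the spread between replicates of it, which is wide: among them are TRAM2 at 0.11 against 0.52, YIPF1 at -0.09 against -0.43 and FIP1L1 at -0.07 against -0.38. Within 0.01 of the paper's value lie 2 of 35 with every spot kept.

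The paper states that CSRP2BP rises, and that MOSPD1, SRPX, SLC34A2 and NDRG1 fall; here the means of CSRP2BP, MOSPD1, SRPX, SLC34A2 and NDRG1 have the other sign. The human names were matched to zebrafish symbols, and some matches may not be the probe that the paper used. It states that vtg3 was raised at 1500 and 4500 µg/L and vtg1 at 4500 µg/L; no probe carries the name vtg1 in the annotation used here. The paper's tests of each group against the control group use an unadjusted p, after a filter on the test across the groups; for vtg3 at 4500 µg/L the unadjusted p is 0.0052 here from limma, with an adjusted p of 0.081, or 0.036 with every spot of the 18 scans. At 1500 µg/L the unadjusted p is 0.12.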

Other observations

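The ribosomal protein gene rpl6 was lower at 4500 µg/L by a log2 fold change of -0.94 (standard error 0.24, adjusted p = 0.037 from limma with every spot kept), and rpl22 was at -0.90 (0.29) with spots left out. atp5f1b, of the mitochondrial ATP synthase, fell by -1.81 (0.44, adjusted p = 0.033) when every spot was kept and was at -1.82 (0.41, adjusted p = 0.12) otherwise. sdhda, of succinate dehydrogenase, was higher (adjusted p = 0.018), and sdhb was at -0.89 (0.32). Of 29 ribosomal genes 7, and of 15 oxidative phosphorylation genes 5, had an unadjusted p under 0.05 at 4500 µg/L with spots left out, as had 810 of all 3878 probes. In fatty acid oxidation acaa1 was at -0.73 (0.24) and echs1 at -0.80 (0.28), which passed over the list of 4 alone, and in cholesterol synthesis hmgcs1 was at -0.90 (0.31). mvda, an enzyme of the same pathway, rose by 1.67 (0.32, adjusted p = 0.017) with every spot kept. In lipid transport fabp7a was at -0.61 (0.23) and pltp at -0.83 (0.24, adjusted p = 0.062).

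Among tissues of the larva, vil1, which bundles actin in the brush border of the intestine, was at -0.94 (0.26) at 4500 µg/L. In the pancreas no digestive enzyme had an unadjusted p under 0.05 with spots left out, and prss1, a trypsin, was at -0.57 (0.39) at 1500 µg/L, and at 0.25 with a block for the Cy3 background. In the liver c3a.1, a complement protein, was at 0.73 (0.30) at 1500 µg/L and the fibrinogen fga at -0.65 (0.28) at 4500 µg/L, 3 of 7 genes having an unadjusted p under 0.05 there. In the eye, the red opsin opn1lw2 rose by 1.26 (0.30, adjusted p = 0.03) and the crystallin cryba2a by 1.51 (0.32, adjusted p = 0.024) with every spot kept, while none of 10 photoreceptor genes and 1 of 5 lens genes had an unadjusted p under 0.05 otherwise. In the epidermis krt96, a keratin, rose by 1.73 (0.31, adjusted p = 0.013) with every spot kept, and agr2 was at -0.68 (0.28) otherwise. coro1a, of leukocytes, was at -1.04 (0.35) at 1500 µg/L, and at -0.21 with a block for the Cy3 background. With spots left out limma and the methods' tests called none of these genes over all probes. Of all probes called at 4500 µg/L with every spot kept, most calls ended after a correction for ID order, chosen after the data were seen.

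Neighbours in the order of IDs had similar fold changes across spots, which are not independent replicates. With spots left out, the fold changes of a spot and the next ID correlated at r = 0.22, 0.50 and 0.55 at 500, 1500 and 4500 µg/L, and at 0.20, 0.44 and 0.45 with every spot kept, against at most 0.11 and 0.02 after shuffling. This was looked at after the data were seen.

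Array quality weights were lowest for BPA_4500 replicate 1 (0.341), BPA_1500 replicate 2 (0.352), BPA_4500 replicate 4 (0.381) and control replicate 4 (0.425). The deviations of arrays with the same replicate number correlated from -0.45 to 0.39 across probes and those with different numbers from -0.4 to 0.52, and 4 of 15 arrays correlated best with an array of their own number.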
